# Identification of Novel miRNAs and Their Target Genes in the Response to Abscisic Acid in *Arabidopsis*

**DOI:** 10.3390/ijms22137153

**Published:** 2021-07-01

**Authors:** Syed Muhammad Muntazir Mehdi, Sivakumar Krishnamoorthy, Michal Wojciech Szczesniak, Agnieszka Ludwików

**Keywords:** miRNA, abscisic acid, ABI1 PP2C, MAPKKK17, MAPKKK18, *Arabidopsis thaliana*

## Abstract

miRNAs are involved in various biological processes, including adaptive responses to abiotic stress. To understand the role of miRNAs in the response to ABA, ABA-responsive miRNAs were identified by small RNA sequencing in wild-type *Arabidopsis*, as well as in *abi1td*, *mkkk17*, and *mkkk18* mutants. We identified 10 novel miRNAs in WT after ABA treatment, while in *abi1td*, *mkkk17*, and *mkkk18* mutants, three, seven, and nine known miRNAs, respectively, were differentially expressed after ABA treatment. One novel miRNA (miRn-8) was differentially expressed in the *mkkk17* mutant. Potential target genes of the miRNA panel were identified using psRNATarget. Sequencing results were validated by quantitative RT-PCR of several known and novel miRNAs in all genotypes. Of the predicted targets of novel miRNAs, seven target genes of six novel miRNAs were further validated by 5′ RLM-RACE. Gene ontology analyses showed the potential target genes of ABA-responsive known and novel miRNAs to be involved in diverse cellular processes in plants, including development and stomatal movement. These outcomes suggest that a number of the identified miRNAs have crucial roles in plant responses to environmental stress, as well as in plant development, and might have common regulatory roles in the core ABA signaling pathway.

## 1. Introduction

Over the last few decades, there has been intensive research into the physiological effects of abscisic acid (ABA) [1] on plants. From sprouting to senescence, ABA regulation is a feature of almost the whole life cycle of plant growth and development. Thus, ABA controls organ and root growth, and it modulates metabolism and a host of other processes in plants [2]. ABA is also critically involved in plant responses to abiotic stress, for example, by altering root architecture and changing patterns of growth and quiescence. ABA controls plant responses via numerous effector proteins, but the most important route for the regulation of plant growth and development is the core ABA signaling pathway. This linear pathway comprises three classes of protein: the ABA receptors themselves, variously named pyrabactin resistance/pyrabactin resistance-like/regulatory component of the ABA receptor (encoded by the *PYR*/*PYL*/*RCAR* genes); the negative regulators of the pathway, the protein phosphatase 2C (*PP2C*) group A family; and the positive regulators *SNF1*-related protein kinases type 2 (SnRK2 genes). Other kinases such as MAP kinases function downstream of the ABA core pathway: MAPKKK17 and MAPKKK18 are regulated by the ABA core signaling module, and these activate C group MAPKs via MKK3; these downstream kinase modules probably contribute to the generation of a robust, long-term signal that maintains ABA-dependent responses under chronic stress conditions [3]. MAPKKK18 directly interacts with ABI1 protein phosphatase, a negative regulator of ABA signaling, which comprises the core signaling module of ABA and is regulated by the ubiquitin-proteasome pathway [4]. Transcription of *MAPKKK17* and *MAPKKK18* is induced by ABA, and these genes seem to have redundant functions in ABA signaling [5]. Thus, phosphorylation cascades are a fundamental component of ABA signaling [6]. However, it has also been shown that ABA can affect the expression levels of several microRNAs (miRNAs), which regulate downstream effector genes [7].

miRNAs are ~21-nucleotide (nt)-long, single-stranded small RNAs that play important monitoring roles in eukaryotes. miRNA genes code for long pri-miRNA (primary miRNA) transcripts with imperfect stem-loop secondary structures, which are transcribed by RNA polymerase II in plants [8,9]. These transcripts are processed into ~70 nt pre-miRNAs and subsequently duplexes of miRNA/miRNA* by *DCL-1* (dicer-like enzyme 1) in association with a dsRNA-binding protein, HYL-1. These duplexes are methylated by a dsRNA methylase, HEN1 (*HUA ENHANCER 1*), and loaded into *AGO1* (Argonaute1) [10,11,12], and then, with the help of an exportin homolog protein called *HASTY* [13,14], transported to the cytoplasm, where they are cleaved into ~22 nt mature miRNAs. Mature miRNA strands form part of a multiprotein complex, the RNA-induced silencing complex (*RISC*), where they guide the cleavage of matching target mRNAs by *AGO1*, which possesses RNA-binding domains such as *PAZ* and *PIWI* [14,15]. The effect of miRNAs on complementary target mRNAs is to promote their cleavage post-transcriptionally or to interfere with their translation [16]. Stresses and plant hormones such as auxin and ABA often regulate the expression of miRNAs, which are important regulators of development and stress responses in plants [17,18,19]. Identification of novel miRNAs and their target mRNAs and elucidation of the cellular context in which they function remain important for understanding the role of miRNAs in gene regulation.

Deep sequencing technology has led to the identification of numerous miRNAs in plant genomes from species such as Italian sweet pepper [20], tea, mulberry, Chinese cabbage, turnip, longan (*Dimocarpus longan* Lour.), bread wheat, *Artemisia annua*, *Populus euphratica*, *Moringa oleifera*, and *Solanum lycopersicum* [21,22,23,24,25,26,27,28,29,30]. The following are some examples of these miRNAs, many of which are involved in specific signaling pathways. One of the most abundant and evolutionarily conserved miRNAs in plants, miR156, accumulates in seedlings to high levels, which then decrease with age [31,32,33]. miR160 and miR165/166 contribute to the embryogenic potential of *Arabidopsis* somatic tissues by regulation of the LEC2-controlled pathway of auxin biosynthesis [34]. A loss-of-function approach suggested that miR159a/miR159b predominantly regulates *MYB33* and *MYB65* [35], while ABA induction of miR159 also showed that this miRNA controls the transcript levels of the *MYB* factors, *MYB33* and *MYB101* [18]. After three-hour exposure to 10 μM ABA, pre-miR846 was suppressed (with up to 60% reduction in levels) and, even after the withdrawal of exogenous ABA, pre-miR846 levels continued to decrease over a 24 h period [36]. However, the question of whether ABA is involved in core signaling and MAPKKK pathways via miRNAs remains to be clarified in *Arabidopsis*.

In the current study, we aimed to identify novel ABA-responsive miRNAs and their putative target mRNAs and to investigate whether and how the ABA response in Arabidopsis involves miRNA regulation of the ABA signaling pathway.

## 2. Results

### 2.1. Small RNA Sequencing of *Arabidopsis* WT Col-0 and abi1td, mkkk17, and mkkk18 Mutants after ABA Treatment

Molecular and genetic studies have revealed that in response to environmental stress, complex signaling pathways are induced in plants, leading to a host of diverse responses [37]. The stress hormone abscisic acid is known to mediate plant responses to environmental stress provoked by drought, salinity, cold, heat, and ozone, among others [38,39]. In particular, the core ABA signaling pathway is important for regulation of the stress response. MiRNAs mediated in the ABA core signaling pathway are largely unknown. Therefore, to gain insight into the role of miRNAs in the ABA core pathway, we performed small RNA profiling of the *ABI1*, *MKKK17*, and *MKKK18* knockout lines and compared them to the wild-type Col-0 control plants. The MAPKKK17/MAPKKK18 cascade is activated by the ABA core module. Moreover, MAPKKK18 activity is regulated by the ABA core element ABI1 PP2C. The MAPKKK18 and a close paralogue kinase, MAPKKK17, seem to exert partially redundant functions in the ABA signaling network [3,4]. Therefore, to identify known and novel ABA-responsive miRNAs, triplicate samples of *A. thaliana* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* seedlings were treated with 100 µM ABA solution for 4 h alongside untreated controls. 

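Small RNA was sequenced from 24 libraries of 2-week-old seedlings, with 3 biological replicates for each of the 8 groups formed by 4 genotypes and the mock or ABA treatment. The abi1td, mkkk17, and mkkk18 lines carry T-DNA insertions in the genes of the phosphatase ABI1 and of the kinases MAPKKK17 and MAPKKK18. The authors clipped adapters, filtered the reads for quality, catalogued them with mirPRo, and deposited values in RPM for each library without pooling replicates. Each deposited table lists the same 350 mature sequences under the names of known miRNAs, with RPM rounded to 1 decimal. All 24 tables hold the RPM of Table S7, and the 139 further sequences of that table, 73 of them named miRn, were not analysed here. Depth was taken from the clipped reads in Table S2, since the deposited tables hold RPM and no counts. WT Col-0 mock libraries had from 10143935 to 10686420 reads (median 10656251) and WT Col-0 ABA libraries had from 6127364 to 12365605 reads (median 7219580). In abi1td, mock libraries had from 10244519 to 12933992 reads (median 10933521) and ABA libraries had from 7380148 to 9404515 reads (median 7952044). In mkkk17, mock libraries had from 13539134 to 14199469 reads (median 13850624) and ABA libraries had from 7174834 to 8958090 reads (median 8303130). In mkkk18, mock libraries had from 10664785 to 11811749 reads (median 11637334) and ABA libraries had from 6357465 to 11601274 reads (median 8873763). At these depths 3 reads correspond to 0.211 to 0.49 RPM, a floor that covers counting error only. Whole reads could not be recovered from the rounded RPM, so limma was run on log2(scaled RPM + 0.5) for the miRNAs with a mean of at least 1 RPM, and fold changes of low miRNAs are understated on that scale. RPM were rescaled between libraries by the median of ratios over the miRNAs above 0 in every library of the fit. On the log2 scale, the factors that divided the RPM differed between ABA and mock libraries by -0.51 in WT Col-0 and -0.13 in abi1td. They differed by 1.40 in mkkk17 and by -0.21 in mkkk18. The rescaling thus raised ABA against mock libraries in WT Col-0, abi1td, and mkkk18 and lowered them in mkkk17. All changes are relative to this rescaling. An adjusted p-value under 0.05 was the threshold throughout. Mature sequences that several loci share are 1 entry in the tables, so their values cannot be assigned to 1 locus.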

Total RNA was then prepared as described in the Materials and Methods section and sent to Macrogen Inc. (Seoul, South Korea) for small RNA library construction and sequencing on an Illumina HiSeq 2500 system. Each of the 24 individual libraries produced an average of more than 10 million reads. 

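The RPM of the 350 known miRNA sequences were added up within each library as the share of reads that these sequences took. In WT Col-0 the sum was 56958 ± 13234 RPM in mock and 46996 ± 11779.7 RPM in ABA libraries (mean ± SD, n = 3 each; exact permutation test, two-sided, p = 0.4). The sum in abi1td was 44286 ± 14194 RPM in mock and 39241 ± 6358 RPM in ABA libraries (exact permutation test, p = 0.8). Libraries of mkkk17 held 28554 ± 12659.6 RPM in mock and 63383 ± 12605 RPM in ABA libraries, with all 3 ABA libraries above all 3 mock libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). For mkkk18 the sum was 54123 ± 11415 RPM in mock and 56388 ± 18961 RPM in ABA libraries (exact permutation test, p = 0.8). The direction reversed in mkkk18 without the entry for miR166e-3p, the largest by mean RPM, without its mock replicate 3, or without its ABA replicate 1, and in abi1td without its first mock replicate. The lowest sum among the 24 libraries, 16515 RPM, was that of the first mock replicate of mkkk17.

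**Figure D1:**
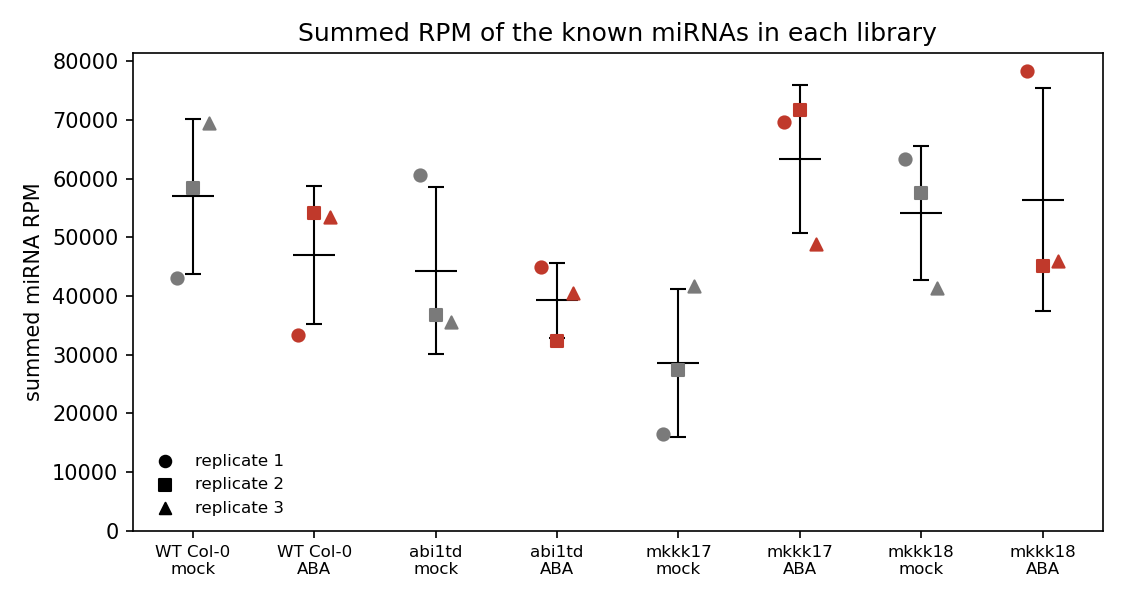
Summed RPM of the known miRNA sequences in each of the 24 libraries, by genotype and treatment; points are replicates, horizontal bars are means and vertical bars are the SD of 3 replicates. The mkkk17 mock libraries lie between 16515 and 41754 RPM, below its ABA libraries.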

Details of the miRNA statistics are given in Table 1.

Overall, the miRNAs ranged from 16 to 30 nt in size across all libraries of all genotypes (Figure 1). Different size categories of these RNAs are associated with different functions. Thus, 24 nt sRNAs mostly induce gene silencing by heterochromatin maintenance or RNA-dependent DNA methylation of target genes, while post-transcriptional gene silencing is generally controlled by 21 nt sRNAs [40,41,42]. The length distribution of small RNAs changed after ABA treatment, showing an increased or decreased number of 18, 19, 21, 22, 23, and 24 nt small RNAs. Interestingly, the 21 and 24 nt-sized groups were the most predominant categories of miRNA across all genotypes and for both mock- and ABA-induced samples in our dataset (Figure 1; Supplementary Table S2). These results suggest that the expression profiles of small RNAs are altered by ABA in all genotypes and demonstrate the presence of a complex and varied sRNA population in *Arabidopsis*.

### 2.2. Identification of Known and Novel miRNAs

We aligned all miRNAs identified in the various libraries against known miRNA datasets in miRBase release 22. Then, all identified miRNAs were matched against the *Arabidopsis* genome downloaded from the TAIR database. 

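A known miRNA sequence was taken as detected in a genotype when its RPM was above 0 in at least 2 of the 6 libraries. By that rule 218 of the 350 sequences were detected in WT Col-0, 221 in abi1td, 222 in mkkk17, and 227 in mkkk18, and 201 of them in all 4 genotypes. Requiring RPM above 0 in all 6 libraries of a genotype moved these counts most in WT Col-0 and gave 138, 145, 152, and 155 in the same order. With RPM above 0 in any library, the counts were 240, 250, 250, and 251. The sequences that the paper names miRn were not analysed here.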

After these screening steps, we identified 225, 315, 212, and 148 known miRNAs and 51, 73, 50, and 18 novel miRNAs in the WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* libraries, respectively (Figure 2 and Supplementary Tables S3–S6).

Normalized reads (reads per million, RPM) were used to evaluate the expression levels of each miRNA (Supplementary Table S7). 

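The 15 entries of Table 2 made up 91.4% of the summed RPM over the 24 libraries, and 13 of them were among the 15 highest by mean RPM. In WT Col-0, miR166e-3p, whose sequence 7 loci share, had 20943 ± 5369.9 RPM in mock and 24744 ± 7425 RPM in ABA libraries (mean ± SD, n = 3 each, RPM as deposited). For miR158a-3p the values were 7804 ± 2455 RPM in mock and 1474 ± 385 RPM in ABA libraries, and after rescaling the log2 fold change was -1.87 (standard error 0.27, adjusted p = 2.82e-05 from limma with Benjamini-Hochberg adjustment). Its log2 fold change was -0.84 in abi1td, -0.36 in mkkk17, and -0.33 in mkkk18, none past the threshold in limma, and the mkkk17 value reversed with RPM as deposited. miR403-3p had 1121 ± 317 RPM in mock and 294 ± 89.9 RPM in ABA libraries (log2 fold change -1.42, adjusted p = 0.000908 from limma with Benjamini-Hochberg adjustment). miR396a-5p had 701 ± 149 RPM in mock and 318 ± 34.8 RPM in ABA libraries (log2 fold change -0.61, adjusted p = 0.0339 from limma, not past the threshold with no filter on low values, the replicate number as a block, the GC correction, or a fit of all 24 libraries). The values of miR827 were 1381 ± 229 RPM in mock and 597 ± 139 RPM in ABA libraries, those of miR160c-5p 448 ± 126 RPM in mock and 558 ± 97.3 RPM in ABA libraries, and those of miR165b 5687 ± 1576 RPM in mock and 6134 ± 1726 RPM in ABA libraries. Their log2 fold changes of -0.71, 0.86, and 0.61 passed the threshold in limma, and each changed sign with the GC correction described for the DE miRNAs of WT Col-0, while those of miR160c-5p and miR165b did not pass with RPM as deposited. miR159a had 6733 ± 1309 RPM in mock and 4025 ± 978 RPM in ABA libraries, and miR159b-3p had 2886 ± 584 RPM in mock and 1469 ± 320.3 RPM in ABA libraries. Neither log2 fold change, -0.24 for miR159a and -0.46 for miR159b-3p, passed the threshold in limma, and both changed sign under the GC correction, while miR159b-3p passed with RPM as deposited, the trimmed-mean scaling, a pseudocount of 0.1, a mean of at least 5 RPM, and robust variance moderation. miR398b-3p had 1552 ± 125 RPM in mock and 1327 ± 367 RPM in ABA libraries, miR161.1 had 456 ± 118 RPM in mock and 396 ± 99.8 RPM in ABA libraries, and miR167a-5p had 401 ± 104 RPM in mock and 332 ± 67.8 RPM in ABA libraries. Their log2 fold changes of 0.26, 0.32, and 0.26 did not pass the threshold in limma and became negative with RPM as deposited, and that of miR398b-3p with the GC correction too. miR156f-5p had 364 ± 60.5 RPM in mock and 248 ± 23.1 RPM in ABA libraries, with a log2 fold change of -0.03 whose sign changed in a fit of all 24 libraries. For miR408-3p the values were 261 ± 15.3 RPM in mock and 427 ± 203 RPM in ABA libraries, and for miR167a-3p 1458 ± 500.2 RPM in mock and 1026 ± 406 RPM in ABA libraries.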

Table 2 shows the top fifteen most highly expressed miRNAs based on the number of clean reads for all genotypes and treatments, together with their fold change values. The *Arabidopsis* genome was used as a reference to search for the potential precursors of novel miRNA candidates (Supplementary Table S8), and the putative precursor sequences were examined for the potential to form secondary structures using RNAstructure v. 6.2 software (Mathews group, Rochester, NY, USA). Representative stem-loop secondary structures for several novel pre-miRNAs are shown in Figure 3A–D and Supplementary Figure S2A–C.

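All 76 precursor sequences of Table S8, listed under 72 names, matched TAIR10.1 exactly, 72 of them at a single position. The paper's text gives TAIR as the source of its genome and names no build, so these positions come from a match of the listed sequences to TAIR10.1. The precursors were 41 to 336 nt long, with a median of 122 nt, and the mature sequences were 24 nt long in 60 entries and 21 nt long in 8. In 40 entries the mature sequence lies in the precursor as listed, in 33 only in its reverse complement, and in 3 in neither. Annotated genes overlapped 25 of the precursors, and none of the 76 lay at an annotated miRNA. The precursor of miRn-1 matched chromosome 5 from 19823678 to 19823851, and that of miRn-4 matched chromosome 1 from 6742881 to 6743155. For miRn-8 the match was chromosome 3 from 12318629 to 12318712, with a minimum free energy of -24.9 kcal/mol in RNAfold. For miRn-2 the precursor matched chromosome 2 from 7524664 to 7524818, and RNAfold gave -25.1 kcal/mol for the listed strand and -22.0 kcal/mol for the strand that carries the mature sequence.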

In addition, we identified a few mature miRNAs in WT Col-0 as novel and named them ath-miRn-1, ath-miRn-2, ath-miRn-3, and so on. 

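The names in the deposited tables fall into 214 families by their number. Of these, 64 families were above 0 RPM in all 24 libraries, 43 had at least 1 RPM in all 24, and 52 were listed at 0 in every library. The miR159 family took 14.3% of the summed RPM on average over the 24 libraries, with a range of 9.42% to 18.6%, and the miR158 family took 11.0%, with a range of 1.99% to 16.4%.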

A few of the conserved miRNA families identified in our sequencing data were present in all libraries, as shown in Figure 4, where the heatmap demonstrates the miRNAs’ expression patterns in all genotypes. A heatmap was also prepared that shows sample-to-sample distances; samples with high similarity are preferentially clustered (Supplementary Figure S1). 

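Euclidean distances between libraries were computed over the log2 values of the miRNAs tested in the fit of 24 libraries. The mean distance was 5.21 among the WT Col-0 mock libraries, 8.19 among the WT Col-0 ABA libraries, and 15.9 between both groups. Between mock and ABA libraries it was 9.26 in abi1td, 8.42 in mkkk17, and 8.16 in mkkk18, against 10.3, 6.56, and 8.77 among the ABA libraries and 4.54, 8.10, and 4.60 among the mock libraries of those genotypes. The nearest library belonged to the same genotype and treatment for 13 of the 24 libraries.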

As shown in Figure 5A–D, a dispersion estimate plot was performed to illustrate the ‘fit’ of each miRNA’s dispersion to a curve that was constructed based on the assumption that those miRNAs of similar average expression level have a similar dispersion. Principal component analysis was performed, and the first three principal components were plotted to visualize the overall effect of experimental covariates and batch effects (Figure 5E).

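In a principal component analysis of the log2 values of 129 miRNAs in the 24 libraries, the first component held 52.8% of the variance, the second 10.2%, and the third 8.98%. The alternative that moved the first component most was the GC correction, which lowered its share to 38.0%. Without that correction, the loadings of the miRNAs on the first component had a correlation of 0.72 with their GC percentage. The first component thus cannot be read as a response to ABA apart from GC content. Scores on the first component were 7.69, 10.3, and 12.3 for the WT Col-0 ABA libraries and between -5.06 and -3.62 for the WT Col-0 mock libraries. The second ABA replicate of abi1td had a score of 9.68, while the other ABA replicates of that genotype had -1.11 and -1.74. The first mock replicate of mkkk17 had a score of 2.83, against -3.78 and -3.89 for its other mock replicates. For the first ABA replicate of mkkk18 it was 3.94, against -1.88 and 1.35 for the other ABA replicates of mkkk18. The labels and the paper give no sequencing batch.

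**Figure D2:**
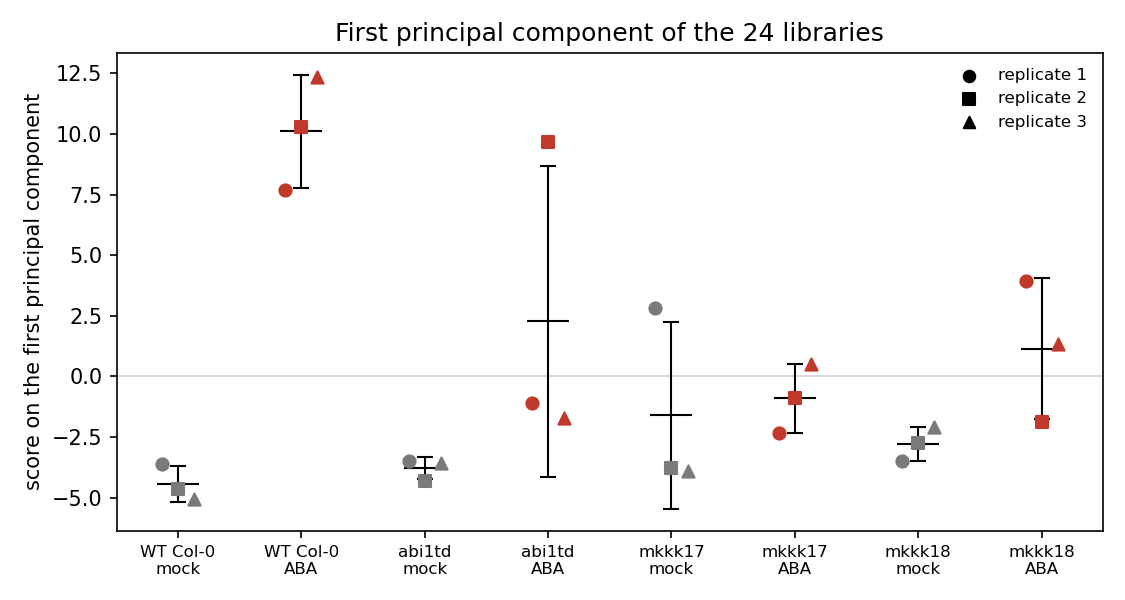
Score of each of the 24 libraries on the first principal component of the log2 values, by genotype and treatment; points are replicates, horizontal bars are means and vertical bars are the SD of 3 replicates. The WT Col-0 ABA libraries lie between 7.69 and 12.3, with the second ABA replicate of abi1td at 9.68.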

### 2.3. Differentially Expressed miRNA Screening

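Of 125 miRNAs tested in WT Col-0, 75 were differentially expressed after ABA, 33 of them higher and 42 lower, with 24 higher and 32 lower by at least 1 on the log2 scale. With RPM as deposited, 57 passed, 9 higher and 48 lower. The count moved most when a straight line on the GC content of the mature sequences was subtracted from each library and replicate numbers entered as a block, to 49, and that GC correction alone gave 54, of which 44 were among the 75. Same-numbered mock and ABA libraries of WT Col-0 did not deviate together (mean correlation of their deviations -0.18), and with the replicate number as a block 67 miRNAs passed. In 83 of the 125 miRNAs (66.4%) the 3 ABA libraries lay all above or all below the 3 mock libraries, against 10% by chance. miR161.2, at chromosome 1 from 17825722 to 17825742 of TAIR10.1, fell from 128 ± 23.7 to 6.63 ± 1.75 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of -4.18 (standard error 0.28, adjusted p = 8.62e-09 from limma with Benjamini-Hochberg adjustment). The sequence of miR161.1, from 17825731 to 17825751 of chromosome 1, overlaps that of miR161.2 in the same gene. miR161.1 had 456 RPM in mock and 396 RPM in ABA libraries as deposited. Its log2 fold change after the rescaling was positive and did not pass the threshold. For miR447a.2-3p, whose sequence 2 loci share, the log2 fold change was -3.59 (standard error 0.34, adjusted p = 4.92e-07 from limma with Benjamini-Hochberg adjustment). miR779.2, at chromosome 2 from 9560866 to 9560886, went from 11.7 ± 3.21 to 0.747 ± 0.435 scaled RPM, close to the floor, with a log2 fold change of -3.31 (standard error 0.35, adjusted p = 1.80e-06 from limma with Benjamini-Hochberg adjustment). miR393a-3p, at chromosome 2 from 16652205 to 16652225, changed by -2.77 (standard error 0.30, adjusted p = 1.89e-06 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, the changes of these 4 miRNAs stayed between -4.36 and -2.60. Their GC content was 33.3% in miR161.2, miR779.2, and miR393a-3p and 23.8% in miR447a.2-3p. Leaving out libraries does not test a relation to GC content that the ABA libraries share.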

After normalization of the reads as ‘reads per million’ and analysis of differentially expressed (DE) miRNAs (using the criterion of adjusted *p*-value < 0.05), 23 of the 85 known miRNAs were upregulated, whereas 45 were downregulated in WT. Among them, we identified ten novel miRNAs: six novel miRNAs were upregulated, and three were downregulated after ABA treatment (Supplementary Table S3). 

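In abi1td, 2 of 129 miRNAs tested passed the threshold after ABA, both higher, and 15 had an unadjusted p-value under 0.05. miR824-3p rose from 90.5 ± 4.39 to 291 ± 26.5 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 1.68 (standard error 0.20, adjusted p = 0.00349 from limma with Benjamini-Hochberg adjustment), which did not pass with RPM as deposited. miR2111b-3p rose from 15.5 ± 3.22 to 45.6 ± 8.08, a log2 fold change of 1.53 (standard error 0.27, adjusted p = 0.0231 from limma with Benjamini-Hochberg adjustment), which did not pass with RPM as deposited or the replicate number as a block. miR408-5p rose from 6.24 ± 0.517 to 14.4 ± 0.924, a log2 fold change of 1.15 (standard error 0.24, adjusted p = 0.0586 from limma with Benjamini-Hochberg adjustment), and passed the threshold with a pseudocount of 0.1, a mean of at least 5 RPM, the GC correction, and a fit of all 24 libraries. With RPM as deposited no miRNA passed, and 14 had an unadjusted p-value under 0.05. Same-numbered libraries of abi1td had a mean correlation of deviations of -0.07, and with the replicate number as a block miR824-3p alone passed. Without the second ABA replicate, 10 miRNAs passed.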

In mutant seedlings of the *abi1td* genotype, there were three DE known miRNAs (miR824-3p, ath-miR2111b-3p, ath-miR408-5p) upregulated after ABA treatment. In *mkkk17*, five of seven DE known miRNAs were upregulated, two were downregulated, and one novel miRNA (miRn-8) was highly downregulated in this mutant in response to ABA. 

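In mkkk17, 4 of 129 miRNAs tested passed the threshold, 1 higher and 3 lower after ABA. miR824-3p rose from 99.6 ± 1.65 to 232 ± 29.7 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.27, adjusted p = 0.0246 from limma with Benjamini-Hochberg adjustment), which did not pass with the replicate number as a block, while miR167a-3p, miR390a-3p, and miR171b-5p were lower. The count depended most on the rescaling between libraries: with RPM as deposited, 63 miRNAs passed, all of them higher. Same-numbered libraries of mkkk17 had a mean correlation of deviations of -0.16, and with the replicate number as a block none passed, while 15 had an unadjusted p-value under 0.05. The sequence of miRn-8 was not analysed here.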

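In mkkk18, 4 of 133 miRNAs tested passed the threshold, 3 higher and 1 lower after ABA. miR824-3p rose from 131 ± 5.39 to 349 ± 99.8 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.30, adjusted p = 0.033 from limma with Benjamini-Hochberg adjustment). miR156f-3p, at chromosome 5 from 9136197 to 9136217 of TAIR10.1, rose by 1.45 (standard error 0.34, adjusted p = 0.0356 from limma with Benjamini-Hochberg adjustment), and miR398a-3p, at chromosome 2 from 1041012 to 1041032, rose by 1.40 (standard error 0.34, adjusted p = 0.0379 from limma with Benjamini-Hochberg adjustment). None of these 3 passed with RPM as deposited, with the scaling by a trimmed mean of log ratios, or with no filter on low values, nor did miR156f-3p with the replicate number as a block, the GC correction and block together, or a fit of all 24 libraries or miR398a-3p with a pseudocount of 0.1. The miRNA that was lower was miR167a-3p. With RPM as deposited 1 miRNA passed, which was lower. Same-numbered libraries of mkkk18 had a mean correlation of deviations of 0.16, and with the replicate number as a block 4 miRNAs passed, 3 of them as without the block.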

In the *mkkk18* mutant, seven of nine DE known miRNAs were upregulated, one was downregulated, and one miRNA’s expression was considered unchanged after ABA treatment.

These results reveal that the expression levels of these miRNAs differ with genotype in ABA-induced samples, indicating that these DE miRNAs might be involved in the regulation of phase change in the presence of ABA due to its effect on post-transcriptional gene silencing.

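Whether the response to ABA differed from that of WT Col-0 was tested as an interaction in a fit of all 24 libraries, over 129 miRNAs. The response differed for 2 miRNAs in abi1td, miR846-3p and miR158a-5p, for 44 in mkkk17, and for 17 in mkkk18. Of these, miR158a-5p was chosen after its values were seen. With RPM as deposited these counts were 0, 78, and 0, with 16, 84, and 30 at an unadjusted p-value under 0.05. In mkkk17 the response was higher than in WT Col-0 for 26 of the miRNAs and lower for 18, against 78 and 0 with RPM as deposited. In mkkk18 it was higher for 13 and lower for 4. With the replicate number as a block, the counts were 0 (27 at an unadjusted p-value under 0.05), 44, and 19, beside the correlations between same-numbered libraries given for each genotype. miR161.2 differed from its WT Col-0 response by 4.73 in mkkk17 (standard error 0.86, adjusted p = 0.000587 from limma with Benjamini-Hochberg adjustment) and by 3.68 in mkkk18 (standard error 0.86, adjusted p = 0.0143 from limma with Benjamini-Hochberg adjustment). miR447a.2-3p differed by 3.63 and 2.99, miR779.2 by 2.80 and 2.76, and miR393a-3p by 3.13 and 2.49 in mkkk17 and mkkk18, all past the threshold in limma. None of these 4 passed in mkkk18 with RPM as deposited, nor did miR779.2 with no filter on low values. With the GC correction all 4 passed in both mutants, at smaller sizes. In mkkk17 these were 3.39 for miR161.2, 1.41 for miR447a.2-3p, 1.46 for miR779.2, and 1.79 for miR393a-3p. In mkkk18 they were 2.78, 1.52, 1.85, and 1.59 in the same order. In mkkk17, miR846-5p differed by 2.66 (standard error 0.74, adjusted p = 0.0114 from limma with Benjamini-Hochberg adjustment), miR156f-3p by -2.31 (standard error 0.67, adjusted p = 0.0127 from limma with Benjamini-Hochberg adjustment), and miR158a-3p by 1.42 (standard error 0.54, adjusted p = 0.0402 from limma with Benjamini-Hochberg adjustment). Of these, miR156f-3p did not pass with RPM as deposited or the GC correction, and miR158a-3p did not pass with no filter on low values, the replicate number as a block, or the GC correction. The difference of miR166e-3p in mkkk17, -1.10 (standard error 0.40, adjusted p = 0.0343 from limma with Benjamini-Hochberg adjustment), changed sign with RPM as deposited and the GC correction, and that of miR827, 0.98 (standard error 0.35, adjusted p = 0.0299 from limma with Benjamini-Hochberg adjustment), changed sign with the GC correction. That of miR390a-5p in mkkk17, -1.50 (standard error 0.37, adjusted p = 0.00581 from limma with Benjamini-Hochberg adjustment), changed sign with RPM as deposited and did not pass with the GC correction. In mkkk18, miR169f-3p differed by 1.46 (standard error 0.47, adjusted p = 0.04 from limma with Benjamini-Hochberg adjustment), which did not pass with RPM as deposited, a pseudocount of 0.1, or no filter on low values. From the DE miRNAs of each genotype, the paper reasons that their levels differ with genotype in ABA-treated seedlings and proposes that they take part in the regulation of phase change through post-transcriptional gene silencing.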

Among the statistically significantly regulated miRNAs, we identified representatives with genotype-specific expression patterns after ABA treatment. Some miRNAs were identified in both WT and one or more, but not all, mutant lines. Of the known and novel miRNAs that were differentially expressed in all genotypes, 86 miRNAs were WT-specific after ABA treatment (Figure 6A). 

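Of the 75 DE miRNAs of WT Col-0, 70 passed the threshold in none of the 3 mutants. A difference in response from WT Col-0 was found, in the interaction test, for 2 of these 70 in abi1td, 39 in mkkk17, and 15 in mkkk18. The direction of the change was the same as in WT Col-0 for 64 of 70 in abi1td, 28 of 69 in mkkk17, and 56 of 70 in mkkk18. The count of miRNAs called in WT Col-0 alone moved most with RPM as deposited, to 32.

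**Figure D3:**
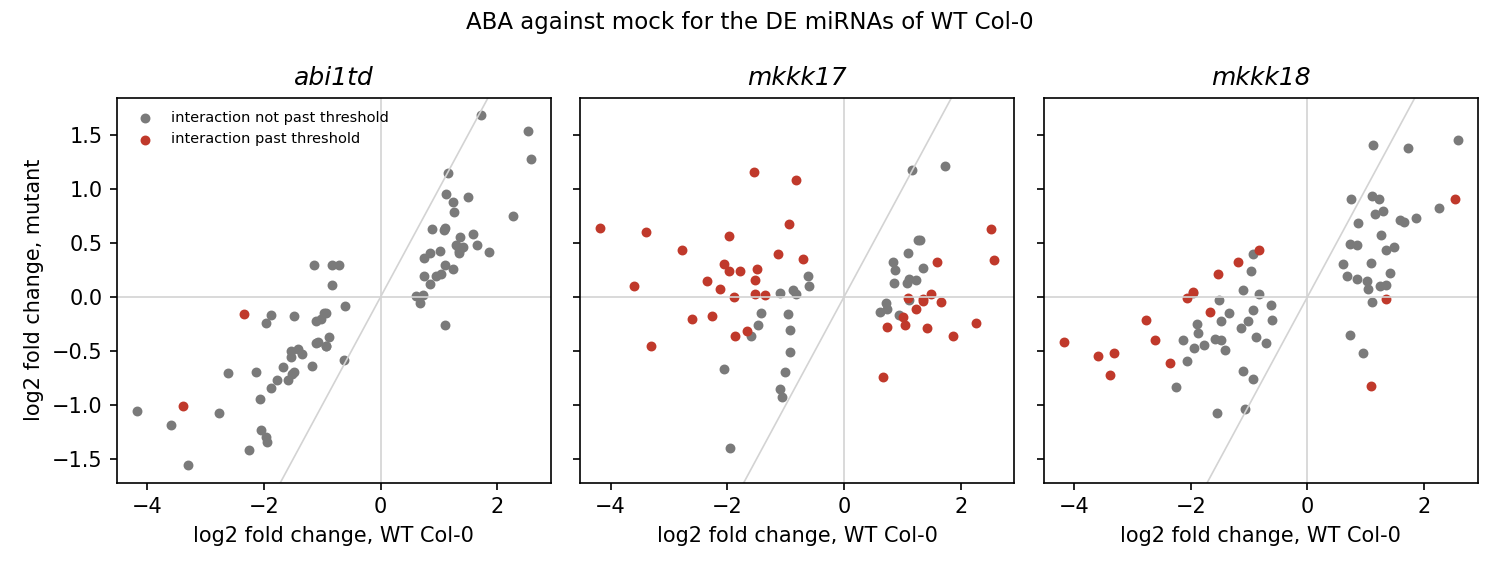
Log2 fold change (ABA against mock) of each DE miRNA of WT Col-0 (x axis) against its log2 fold change in abi1td, mkkk17, or mkkk18 (y axis); each point is 1 miRNA, grey lines mark 0 and equal change, and red points passed the interaction threshold. The plotted miRNAs were chosen for their change in WT Col-0, so the sizes of change in the mutants are not compared with it.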

One miRNA (miR408) was upregulated and was commonly expressed among WT, *abi1td*, and *mkkk17* genotypes. miRn-8 and miR-824-5p were differentially expressed in WT and *mkkk17* genotypes. 

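miR408-5p and miR408-3p are the arms of 1 precursor, and miR408-5p lies at chromosome 2 from 19319866 to 19319886 of TAIR10.1. In WT Col-0, miR408-5p rose from 6.09 ± 1.05 to 14.5 ± 4.37 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.30, adjusted p = 0.00416 from limma with Benjamini-Hochberg adjustment) that did not pass with RPM as deposited. In mkkk17 its log2 fold change was 1.18 (standard error 0.37, adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment), past the threshold with RPM as deposited and a fit of all 24 libraries. miR824-5p, at chromosome 4 from 12625128 to 12625148, fell by 0.83 in WT Col-0 (standard error 0.25, adjusted p = 0.0102 from limma with Benjamini-Hochberg adjustment) and rose by 1.08 in mkkk17 (standard error 0.34, adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment), where it too passed in both of those settings. Its response differed from that of WT Col-0 by 1.82 in mkkk17 (standard error 0.38, adjusted p = 0.00123 from limma with Benjamini-Hochberg adjustment) and by 1.18 in mkkk18 (standard error 0.38, adjusted p = 0.04 from limma with Benjamini-Hochberg adjustment). The fall in WT Col-0 did not pass with the GC correction, and the difference in mkkk18 did not pass with RPM as deposited, no filter on low values, or the GC correction.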

DE miR156e was upregulated in WT, *mkkk17*, and *mkkk18* genotypes. miR2111b-3p was differentially expressed in WT, *abi1td*, and *mkkk18*. 

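miR2111b-3p lies at chromosome 5 from 400464 to 400484 of TAIR10.1. In WT Col-0 it rose from 6.84 ± 1.78 to 41.0 ± 2.39 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 2.53 (standard error 0.28, adjusted p = 1.89e-06 from limma with Benjamini-Hochberg adjustment). In mkkk18 it rose from 14.7 ± 2.20 to 28.3 ± 6.50, with all 3 ABA libraries above all 3 mock libraries and a log2 fold change of 0.91 (standard error 0.30, adjusted p = 0.14 from limma with Benjamini-Hochberg adjustment). The sequence that the paper calls miR156e was not analysed here, whereas the sequence annotated as miR156e in TAIR10.1 is that of the analysed entry miR156f-5p.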

Two miRNAs (miR167a-3p, miR397a) were expressed commonly only in *mkkk17* and *mkkk18* after ABA. 

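miR167a-3p, at chromosome 3 from 8108172 to 8108192 of TAIR10.1, fell in mkkk17 from 2404 ± 661 to 847 ± 431 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of -1.58 (standard error 0.33, adjusted p = 0.0246 from limma with Benjamini-Hochberg adjustment), which did not pass with RPM as deposited or the replicate number as a block. In mkkk18 it fell from 2793 ± 297 to 1184 ± 122, a log2 fold change of -1.24 (standard error 0.27, adjusted p = 0.033 from limma with Benjamini-Hochberg adjustment), which did not pass with no filter on low values. miR397a, at chromosome 4 from 2625960 to 2625980, rose by 1.56 in mkkk17 (standard error 0.43, adjusted p = 0.0622 from limma with Benjamini-Hochberg adjustment) and by 1.45 in mkkk18 (standard error 0.39, adjusted p = 0.0667 from limma with Benjamini-Hochberg adjustment). In both mutants the 3 ABA libraries lay above the 3 mock libraries, and miR397a passed in mkkk17 with RPM as deposited, the GC correction and block together, and a fit of all 24 libraries and in mkkk18 with the replicate number as a block and the GC correction.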

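miR390a-3p, at chromosome 2 from 16062023 to 16062043 of TAIR10.1, fell in mkkk17 from 6.01 ± 1.94 to 1.85 ± 0.451 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of -1.44 (standard error 0.36, adjusted p = 0.0404 from limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -1.66 and -1.25, and it did not pass with RPM as deposited, the trimmed-mean scaling, a pseudocount of 0.1, no filter on low values, or the replicate number as a block.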

In other cases, miRNAs were identified in mutants only; for instance, DE miR390a-3p and miR169k were highly downregulated only in *mkkk17* and *mkkk18* mutants, respectively, as shown in Figure 6A–C.

To further understand the post-transcriptional changes occurring after ABA treatment in WT and mutants, further analyses of the differentially expressed miRNAs were carried out. For example, the number of reads in ABA-treated libraries showed that the abundance of miRNA846 and miR156e in WT was lower than in the three mutants (Figure 7A,B). These results might reflect the significant impact of ABA on the post-transcriptional regulation of miRNA target genes and that these miRNAs have common regulatory roles in the core ABA signaling pathway.

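miR846-3p, at chromosome 1 from 22577662 to 22577682 of TAIR10.1, had 12.8 ± 4.86 scaled RPM in the ABA libraries of WT Col-0 (mean ± SD, n = 3), 69.2 ± 39.1 in those of abi1td, 103 ± 14.7 in those of mkkk17, and 75.4 ± 19.0 in those of mkkk18, with all 24 libraries rescaled together. The ABA libraries of abi1td differed from those of WT Col-0 by 2.23 on the log2 scale (standard error 0.42, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment), those of mkkk17 by 3.02 (standard error 0.42, adjusted p = 1.85e-05 from limma with Benjamini-Hochberg adjustment), and those of mkkk18 by 2.55 (standard error 0.42, adjusted p = 0.0003 from limma with Benjamini-Hochberg adjustment). This comparison was added after the fits had been seen. With the GC correction the differences were smaller, 1.01 in abi1td, 1.35 in mkkk17, and 1.28 in mkkk18, and all passed the threshold. The GC content of miR846-3p is 28.6%. Single ABA libraries held 8.61 to 18.1 scaled RPM in WT Col-0 and 24.6 to 97.6 in abi1td, where the lowest value was that of the second replicate.

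**Figure D4:**
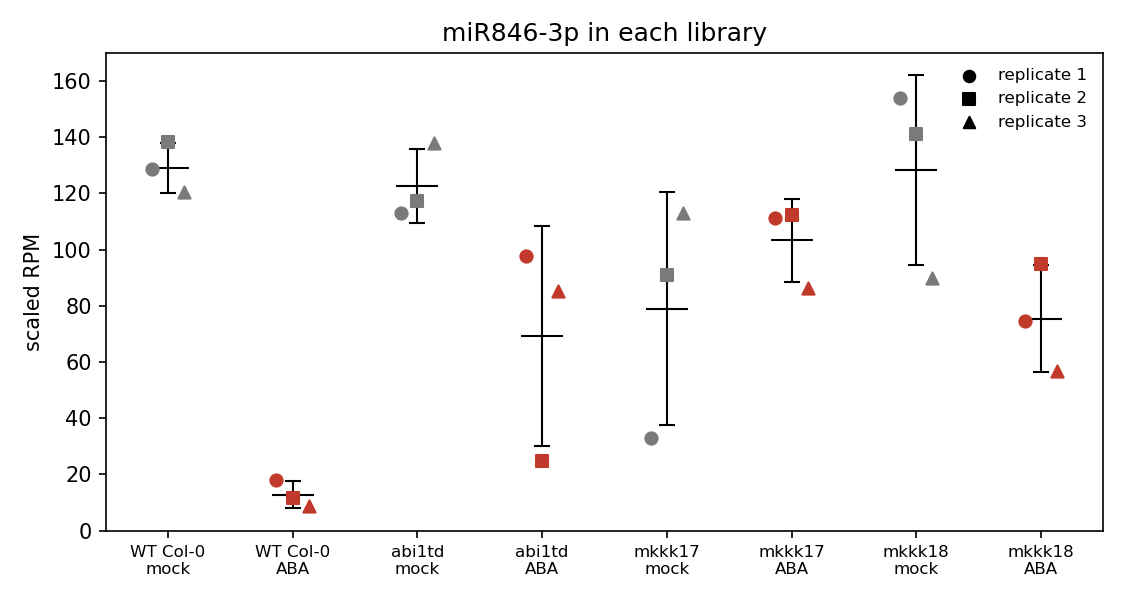
Scaled RPM of miR846-3p in each of the 24 libraries, by genotype and treatment; points are replicates, horizontal bars are means and vertical bars are the SD of 3 replicates. The ABA libraries of WT Col-0 lie between 8.61 and 18.1 scaled RPM, below every ABA library of the mutants.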

### 2.4. Expression Profiling by qRT-PCR of Known and Novel miRNAs

To validate the sequencing data, 15 miRNAs (six known miRNAs and nine novel miRNAs) were selected at random and subjected to qRT-PCR using TaqMan^®^ miRNA assays (ABI, Life Technologies, Carlsbad, CA, USA). All 15 miRNAs were tested against RNA samples from mock- and ABA-induced WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants. Of the six known miRNAs, after ABA treatment, three were upregulated and three downregulated across all genotypes, while three of the novel miRNAs were downregulated and the remaining six upregulated. In almost all cases, the expression levels were consistent with the sequencing data: although the log_2_ fold changes for the various genotypes were occasionally different to those suggested by the NGS data, the trends were generally consistent, although not in all cases (Figure 8). Thus, qRT-PCR data for ath-miR2111b-3p, ath-miR824-3p, ath-miR171-5p, ath-miR472-3p, ath-miRn-4, ath-miRn-6, and ath-miRn-8 broadly matched the NGS data in almost all genotypes. However, some miRNAs showed differences between the qRT-PCR and NGS data—for example, ath-miR846-3p, ath-miRn-1, ath-miRn-2, ath-miRn-3, ath-miRn-5, ath-miRn-7, and ath-miRn-9, which were upregulated after ABA treatment according to the sequencing data but were downregulated according to the qPCR data, and vice versa (Figure 8). This shifting trendpossibly occurred because we used different or newly prepared biological replicate samples instead of using the same samples for NGS.

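On the sequencing side, miR824-3p, at chromosome 4 from 12625721 to 12625741 of TAIR10.1, rose in WT Col-0 from 90.8 ± 6.67 to 307 ± 68.7 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 1.73 (standard error 0.24, adjusted p = 2.82e-05 from limma with Benjamini-Hochberg adjustment). It was the 1 miRNA past the threshold in all 4 genotypes, and every ABA library lay above every mock library of its genotype. No miRNA passed in all 4 genotypes with RPM as deposited, the trimmed-mean scaling, no filter on low values, or the replicate number as a block.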

### 2.5. Target mRNA Prediction, 5′ RLM-RACE Validation, and Target Gene Expression by qRT-PCR

Identification of mRNA targets is crucial for the understanding of miRNA function. Direct target genes for these novel miRNAs were predicted using psRNATarget (Table 3). Of these predicted target genesWe used 5′ RLM-RACE to validate the miRNA cleavage sites in target mRNAs. All 5′ RLM-RACE PCR products were analyzed on agarose gels Figure 9A). purified, cloned, and sequenced. We identified cleavage sites for six of the novel miRNAs in seven target genes, which supports the view that these genes are the direct targets of the corresponding miRNAs in *Arabidopsis*. Two other cleavage sites were located outside the complementary region. These findings verified cleavage sites in target genes AT1G73390.3/AT1G73390.4 for ath-miRn-1, AT5G40550.1 for ath-miRn-2, AT3G14070 for ath-miRn-4, AT1G56650, AT5G58490 for ath-miRn-6, AT3G15570 for ath-miRn-8, and AT2G29140 for ath-miRn-9. Among these target genes, a cleavage site for ath-miRn-9 was detected in the predicted miRNA complementary region, while for ath-miRn-8, cleavage sites were detected in the predicted miRNA complementary region and also upstream of this region (Figure 9B).

For the other four target genes, cleavage sites were detected up- or downstream of the predicted complementary region, perhaps due to a secondary siRNA in the 21 nt register with a cleavage site for miRNAs, as reported previously by other researchers [43,44]. These novel miRNAs are likely to affect post-transcriptional modifications of their target genes by mRNA cleavage in *Arabidopsis* after ABA treatment.

Functional annotation of the predicted target genes of differentially expressed novel miRNAs is shown in Table 3. To test whether novel miRNA target genes are regulated by ABA, we performed qPCR: several showed positive ABA-responsive expression in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants before or after 4 h of 100 µM ABA treatment (mock- and ABA-treated) (see Figure 10). The results confirmed that these selected miRNA target genes are significantly regulated by ABA in almost all genotypes.

### 2.6. Functional Enrichment of miRNA Target Genes

Putative targets were predicted for the miRNAs that were differentially expressed using the online server psRNATarget website. After filtering, unique putative target genes of upregulated and downregulated miRNAs were obtained across all genotypes (Supplementary Tables S9–S12). Gene ontology (GO) classification was used to annotate these target genes in the cellular process, metabolic process, and biological mechanism categories. Analysis showed that upregulated miRNA target genes were more enriched in the biological processes of ‘phosphorylation’ and ‘protein phosphorylation’ in WT Col-0 compared to *abi1td* and *mkkk17*, and the target genes in these categories were not present at all in the *mkkk18* mutant after ABA treatment. While the upregulated miRNA target genes in WT were more enriched in the biological process of ‘transcription, DNA-templated’ than in the *mkkk18* mutants, no enrichment was observed for the upregulated miRNA target genes in the *abi1td* and *mkkk17* mutants after ABA treatment. Interestingly, the top 10 enriched roles of the target genes of up- and downregulated miRNAs, i.e., the molecular processes ‘ion binding’, ‘protein binding’, ‘ATP binding’, ‘nucleotide binding’, ‘metal ion binding’, ‘DNA binding, ‘transferase activity’, ‘nucleic acid binding transcription factor activity’, and ‘kinase activity’ were much more enriched in WT Col-0 than in the *abi1td*, *mkkk17*, and *mkkk18* mutants after ABA treatment (Supplementary Tables S13 and S14). All biological and molecular processes, including signaling, response to stimulus, developmental process, and reproductive process, were found to be regulated by the target genes of DE miRNAs after ABA treatment in all genotypes, which suggests that miRNAs in *Arabidopsis* have a broad regulatory role in ABA signaling.

The target genes of DE miRNAs were mapped in Expath 2.0 to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Previously, ABA has been reported to regulate lysine catabolism in *Arabidopsis* [45], and our KEGG analysis of the predicted target genes of upregulated miRNAs showed that the ‘Lysine degradation’ pathway was significantly enriched, but only in WT and the *mkkk18* mutant. Depletion of glutathione enhances ABA- and methyl jasmonate-induced stomatal closure in *A. thaliana* [46] and glutathione peroxidase functions as both a redox transducer and a scavenger in the ABA and drought stress responses [47]. Furthermore, ABA participates in the antagonistic modulation of ethylene and in the accumulation of reactive oxygen species [48]. In the KEGG analysis of the predicted target genes of upregulated miRNAs, ‘Glutathione metabolism’ and ‘Ascorbate and aldarate metabolism’ were significantly enriched in WT, *abi1td*, and *mkkk18* mutants after ABA treatment. It has been proposed that mechanisms independent of ABA or proline feedback play a predominant role in the transcriptional regulation of proline metabolism during low water potential and stress recovery [49]. The predicted target genes of upregulated miRNAs were enriched after ABA treatment in the ‘Arginine and proline metabolism’ KEGG pathway in all genotypes, while the predicted target genes of downregulated miRNAs were not observed in all genotypes. The involvement of ABA in thiamine biosynthesis under stress conditions in *Arabidopsis* has been confirmed [50]. KEGG analysis showed that target genes of upregulated miRNAs were enriched in the ‘thiamine metabolism’ pathway, but only in WT. Moreover, after ABA treatment, the ‘alanine, aspartate, and glutamate metabolism’ KEGG pathway was found in upregulated miRNAs predicted target genes in the *mkkk18* mutant (Supplementary Tables S15 and S16). Overall, the results suggest that, via its effect on various miRNAs, ABA regulates the expression of many target genes in *Arabidopsis* that specifically modulate a number of important biochemical pathways.

## 3. Discussion

In *Arabidopsis* and other plants, miRNAs are involved in a wide range of physiological processes, such as phytohormone signaling, biotic and abiotic stress responses, plant development, and nutrient signaling pathways. Specific examples include the brassinosteroid response and the response to blue light in *Arabidopsis*, and pollen development and the heat stress response in *Solanum lycopersicum*. Other types of non-coding RNA include sesame, as well as in the cold response in grapevine, the drought response in mulberry, and the drought-responsive multi-tiered regulatory network in drought-tolerant rice [23,30,51,52,53,54,55,56]. However, a role for miRNAs in regulating the MAPK cascade that operates downstream of the core ABA signaling pathway has not been confirmed in *Arabidopsis*. Here, we identified a number of miRNAs that are likely involved in this cascade and thus will be the subject of further detailed research.

An average of more than 8–10 million clean reads for each sample of sRNA was obtained by high-throughput sequencing, and known and novel miRNAs from the control and ABA-treated libraries were identified by bioinformatics. Small sRNA reads of 24 nt were the most predominant sequence length, followed by 21 nt sRNAs, which is consistent with the results of high-throughput sequencing in other plants, such as *Dimocarpus longan* Lour [26] and tea plant [57]. Our results are in accordance with earlier reports from different plants, which show that 24 nt sRNAs are a highly abundant category of sRNA reads [58,59,60]. miRNA length is important for alignment with the RNA-induced silencing complex (*RISC*), which results in the degradation of the target mRNA or inhibition of its translation.

The predicted 276, 388, 262, and 167 known and 10 novel miRNAs were identified in the respective WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* genotypes (both control and ABA-induced samples). 

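At the level of single libraries, between 157 and 217 of the 350 known sequences were above 0 RPM, and 127 were above 0 in all 24 libraries. With at least 1 RPM in at least 2 libraries of a genotype as the rule, 138, 139, 140, and 142 sequences were counted in WT Col-0, abi1td, mkkk17, and mkkk18. By each of these rules and those given above for the 4 genotypes, fewer of the 350 sequences were counted in abi1td than in mkkk18.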

Importantly, the highest number of miRNAs was identified in the *abi1td* mutant (see Figure 2), suggesting that increased phosphorylation status significantly affects miRNA expression and abundance. All identified miRNAs were clustered into different miRNA families. The miR166 family members were the most abundant group across all genotypes, suggesting a significant role for these miRNAs in the growth and development of *Arabidopsis* during ABA treatment. These findings suggested that the identified miRNAs regulate various functions in *Arabidopsis* during the presence of ABA induction.

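The miR166 family held 41.1% of the summed RPM on average and ranked first in all 24 libraries, with a range of 34.8% to 55.4%. In WT Col-0 the miR166 share was 36.9% ± 1.88 in mock and 52.5% ± 3.32 in ABA libraries (SD, n = 3 each). Together with the entries of miR165 the share was 51.2%. The log2 fold change of miR166e-3p was 0.74 in WT Col-0 (standard error 0.19, adjusted p = 0.00421 from limma with Benjamini-Hochberg adjustment), 0.20 in abi1td (standard error 0.28, adjusted p = 0.654 from limma with Benjamini-Hochberg adjustment), -0.28 in mkkk17 (standard error 0.21, adjusted p = 0.611 from limma with Benjamini-Hochberg adjustment), and 0.49 in mkkk18 (standard error 0.31, adjusted p = 0.488 from limma with Benjamini-Hochberg adjustment). The signs in WT Col-0 and abi1td changed with the GC correction, that in mkkk17 changed with RPM as deposited, and the WT Col-0 value did not pass with RPM as deposited.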

In our study, DE novel miRNAs identified in WT were validated by qPCR, and cleavage sites of novel miRNAs in their target genes were also confirmed. However, 15 randomly selected (6 known and 9 novel) miRNAs were confirmed by stem-loop RT-PCR (Figure 8). Nevertheless, we were able to determine a number of properties of these ABA-regulated miRNAs in *Arabidopsis*, particularly in the identification of their putative target genes, which is facilitated in plants by the perfect or near-perfect complementarity between miRNAs and their target mRNAs [61]. Indeed, for six miRNAs, we were able to validate the corresponding targets by determining mRNA cleavage sites by 5′ RACE (Figure 9). Interestingly, expression of all six of these miRNAs was regulated by ABA (Figure 8) and their targets play important roles. For example, the protein encoded by AT1G73390 is one of an ABA-regulated set of genes that interacts with the *SnRK1* complex involved in energy homeostasis [62]. The transcription factor (TF) gene *MYB75* (AT1G56650) regulates various biosynthetic pathways and is involved in the responses to light [63] and to fungus [64], for instance, and we confirmed its mRNA as a target of a novel miRNA by 5′ RACE (Figure 9); this means that *MYB75* could be regulated by ABA via the novel miRNA (ath-miRn-6) in *Arabidopsis*. Another novel miRNA target gene highlighted in our study is *PUM3* (AT2G29140), whose cognate protein was previously reported to be a mRNA-binding protein [65,66]. Thus, we propose that these novel miRNAs could be involved in many functions controlled by various mechanisms in *Arabidopsis*.

miRNA-mediated stress responses are often closely associated with target TF genes that transcriptionally [67] regulate downstream stress-responsive or stress-defensive genes. Several miRNA target mRNAs are known to encode TFs and, among these, many are implicated in hormonal signaling. Such relationships between miRNAs and hormonal signaling components may be crucial for plant development. For example, in cotton, MAPK families are of great importance in coping with drought and salinity stress, and many conserved and novel miRNAs have been identified that target specific gene members [68]. The miRNA miR846 is regulated by ABA treatment, and both miR846 and ABA regulate a gene for a mannose-binding lectin superfamily protein [7]. 

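The log2 fold change of miR846-3p was -3.39 in WT Col-0 (standard error 0.28, adjusted p = 1.12e-07 from limma with Benjamini-Hochberg adjustment), -1.00 in abi1td (standard error 0.49, adjusted p = 0.324 from limma with Benjamini-Hochberg adjustment), 0.60 in mkkk17 (standard error 0.39, adjusted p = 0.551 from limma with Benjamini-Hochberg adjustment), and -0.72 in mkkk18 (standard error 0.33, adjusted p = 0.255 from limma with Benjamini-Hochberg adjustment). The response differed from that of WT Col-0 by 2.59 in mkkk18 (standard error 0.59, adjusted p = 0.0143 from limma with Benjamini-Hochberg adjustment), by 3.90 in mkkk17 (standard error 0.59, adjusted p = 8.44e-05 from limma with Benjamini-Hochberg adjustment), and by 2.31 in abi1td (standard error 0.59, adjusted p = 0.0437 from limma with Benjamini-Hochberg adjustment). The difference in abi1td stayed past the threshold in 1 of the 10 alternatives, that in mkkk17 in 10, and that in mkkk18 in 9. With the GC correction the differences were 1.24 in abi1td, 2.12 in mkkk17, and 1.40 in mkkk18. The change in mkkk17 passed with RPM as deposited. The other arm, miR846-5p, near the floor in WT Col-0 ABA libraries, changed by -1.54 in WT Col-0 (standard error 0.45, adjusted p = 0.00811 from limma with Benjamini-Hochberg adjustment) and by -1.07 in mkkk18 (standard error 0.32, adjusted p = 0.112 from limma with Benjamini-Hochberg adjustment). The WT Col-0 value of this arm did not pass with the GC correction.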

We found that miR846 is more downregulated in WT seedlings and less downregulated in mutant line *mkkk18* than in WT (Figure 7B). This means that miR846 is more abundant after ABA treatment in the *mkkk18* mutant and suggests that mannose-binding lectin superfamily protein accumulation must be lower in *mkkk18* than in WT. It has been reported that miR172b controls the transition to autotrophic development that is inhibited by ABA in *Arabidopsis*, and activation of miR172b and *SNZ* is completely abolished by ABA and osmotic stress [69]. Salt and ABA treatment increase the expression of miR399f, and *Arabidopsis* plants overexpressing miR399f show enhanced tolerance to salt stress and exogenous ABA, while mRNA levels of *ABF3* and *CSP41b* decrease markedly in miR399f-overexpressing plants under salt stress and in response to ABA [70]. Our data show that ath-miR172b is downregulated and ath-miR399f upregulated in WT Col-0, which supports previous studies. Thus, these miRNAs likely exert crucial functions in the morphological and metabolic adaptation of plants to ABA treatment.

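miR172b-3p, whose sequence miR172a shares, fell in WT Col-0 from 12.2 ± 1.53 to 3.81 ± 1.26 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of -1.59 (standard error 0.30, adjusted p = 0.000454 from limma with Benjamini-Hochberg adjustment), which did not pass with the GC correction. miR172b-5p, shared with miR172e-5p, changed by -0.47 (standard error 0.46, adjusted p = 0.384 from limma with Benjamini-Hochberg adjustment). The entry named miR399f-3p, the annotated miR399f at chromosome 2 from 14445084 to 14445104 of TAIR10.1, changed by 0.24 (standard error 0.31, adjusted p = 0.519 from limma with Benjamini-Hochberg adjustment), less than the spread between replicates, and its sign changed with RPM as deposited and under the GC correction. The paper's text names no arm of miR399f, and the sequence that the paper calls miR399f-5p was not analysed here.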

Recent studies have also revealed that miRNAs regulate adaptive responses to nutrient deficiency in plants and drought stress tolerance [71,72]. For example, miR169, which is encoded by multiple loci, regulates At1g54160 (*NFYA5*) expression and tolerance to drought stress [73]. Interestingly, in our experiments, we observed the genotype-specific expression of eight miR169 precursors (Supplementary Tables S1–S4), which were significantly downregulated, with the exception of at-miR169k, which was upregulated in *mkkk18* after ABA treatment (Figure 6C). We found that ath-miR169b-3p, b-5p, f-3p, f-5p, g, h, k, and n were expressed and downregulated in WT Col-0. 

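miR169f-3p, at chromosome 3 from 4805713 to 4805733 of TAIR10.1, fell in WT Col-0 from 1.80 ± 0.625 to 0.498 ± 0.189 scaled RPM (mean ± SD, n = 3 each), close to the floor, with a log2 fold change of -1.18 (standard error 0.38, adjusted p = 0.0137 from limma with Benjamini-Hochberg adjustment). The entry named miR169m holds the mature sequence that miR169h, i, j, k, l, m, and n share over 7 loci on chromosomes 1 and 3, so it cannot be told which locus its reads came from. It fell from 15.4 ± 4.94 to 6.99 ± 2.57, a log2 fold change of -1.10 (standard error 0.34, adjusted p = 0.0118 from limma with Benjamini-Hochberg adjustment). The entry named miR169e holds the sequence that miR169d, e, f-5p, and g-5p share over 4 loci, and changed by -0.55 (standard error 0.42, adjusted p = 0.276 from limma with Benjamini-Hochberg adjustment), past the threshold with the GC correction. miR169b-3p and miR169b-5p had a mean under 1 RPM in WT Col-0 and were not tested.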

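In abi1td, miR169f-3p changed by -0.64 (standard error 0.33, adjusted p = 0.324 from limma with Benjamini-Hochberg adjustment), and the entry named miR169m by -0.43 (standard error 0.28, adjusted p = 0.356 from limma with Benjamini-Hochberg adjustment). In mkkk17 the entry named miR169m changed by -0.85 (standard error 0.36, adjusted p = 0.31 from limma with Benjamini-Hochberg adjustment), a sign that reversed with RPM as deposited. In mkkk18 it changed by 0.06 (standard error 0.34, adjusted p = 0.97 from limma with Benjamini-Hochberg adjustment), and the sign reversed with RPM as deposited and under the GC correction.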

Ath-miR169f-3p, g, k, and n were expressed in *mkkk17*, while ath-miR169b-5p, f-3p, and g were identified and downregulated in the *abi1td* mutant. Our results suggest, therefore, that degradation of miR169 gene targets depends on the conditions and could be achieved by different members of the miR169 family.

The signaling and translocation of miRNAs during nutrient starvation responses and specific developmental events have already been reported in various plant species, including *Arabidopsis* [59,71,74,75]. The ath-miR171-*SCL* module is critical for mediating GA-DELLA signaling, and *SCL27* has an important role in inhibiting chloroplast development before cell expansion [76]. In our data analysis, it was very interesting to note that the expression patterns of some miRNAs were genotype-specific after ABA treatment in mutants compared to WT seedlings; for example, ath-miR171b-5p was more downregulated in *abi1td* and *mkkk17* mutants than in WT. This suggests to us that decreased expression of this miRNA might affect GA-DELLA signaling in the presence of ABA.

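miR171b-5p, at chromosome 1 from 3961430 to 3961450 of TAIR10.1, was a low miRNA, with 3.65 ± 0.92 scaled RPM in mock and 0.681 ± 0.716 in ABA libraries of WT Col-0 (mean ± SD, n = 3 each). Its log2 fold change was -1.95 in WT Col-0 (standard error 0.42, adjusted p = 0.00105 from limma with Benjamini-Hochberg adjustment), -1.34 in abi1td (standard error 0.37, adjusted p = 0.16 from limma with Benjamini-Hochberg adjustment), -1.40 in mkkk17 (standard error 0.35, adjusted p = 0.0404 from limma with Benjamini-Hochberg adjustment), and -0.48 in mkkk18 (standard error 0.33, adjusted p = 0.521 from limma with Benjamini-Hochberg adjustment). The response differed from that of WT Col-0 by 0.54 in abi1td (standard error 0.55, adjusted p = 0.516 from limma with Benjamini-Hochberg adjustment) and by 0.49 in mkkk17 (standard error 0.55, adjusted p = 0.497 from limma with Benjamini-Hochberg adjustment). The sign of the difference in mkkk17 reversed with the GC correction, and the difference passed with RPM as deposited. The change in mkkk17 did not pass with RPM as deposited, the trimmed-mean scaling, a pseudocount of 0.1, no filter on low values, the replicate number as a block, or robust variance moderation, that in WT Col-0 did not pass with the GC correction and block together, and that in abi1td passed with the GC correction and a fit of all 24 libraries.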

Drought and salinity cause nutritional imbalance in plants [77]. At3g27150, which encodes a galactose oxidase/kelch repeat superfamily protein and is induced in phosphate-starvation conditions, is a regulatory target of ath-miR2111b [78]. *Ascophyllum nodosum* extract and NaCl modify the expression of ath-miR2111b and its target At3g27150, suggesting a role for *A. nodosum* extract in phosphate homeostasis [79]. We found the expression of ath-miR2111b to be modest, but statistically significant; it was upregulated in WT and the *abi1td* mutant, but almost unchanged in *mkkk17* and *mkkk18*. This suggests that the expression of miR2111b target genes must be relatively higher in these two genotypes than in WT, which could have functional significance for ABA signaling. 

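In mkkk17, miR2111b-3p went from 20.4 ± 5.73 to 33.0 ± 14.7 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 0.63 (standard error 0.37, adjusted p = 0.551 from limma with Benjamini-Hochberg adjustment) that passed with RPM as deposited. The response differed from that of WT Col-0 by -1.07 in abi1td (standard error 0.42, adjusted p = 0.137 from limma with Benjamini-Hochberg adjustment), by -1.99 in mkkk17 (standard error 0.42, adjusted p = 0.00123 from limma with Benjamini-Hochberg adjustment), and by -1.71 in mkkk18 (standard error 0.42, adjusted p = 0.0157 from limma with Benjamini-Hochberg adjustment), and neither of the last 2 passed with RPM as deposited. Without ABA miR2111b-3p was already higher than in WT Col-0, by 1.23 in abi1td (standard error 0.30, adjusted p = 0.0407 from limma with Benjamini-Hochberg adjustment) and by 1.56 in mkkk17 (standard error 0.30, adjusted p = 0.00226 from limma with Benjamini-Hochberg adjustment). The value without ABA in mkkk18, 0.79 (standard error 0.30, adjusted p = 0.151 from limma with Benjamini-Hochberg adjustment), did not pass. The difference in abi1td stayed past the threshold in 5 of the 10 alternatives and that in mkkk17 in 9.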

Patterns of miR2111b expression identified by qRT-PCR were largely in accordance with the sRNA sequencing results, validating our RNA-Seq data. It has been reported that miR472-3p is induced by copper in *Arabidopsis* [80]; miR472-3p is upregulated in WT, but its expression is lower in the mutants, resulting in increased expression of its target genes, especially in *mkkk17* and *mkkk18*. 

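miR472-3p, at chromosome 1 from 4182143 to 4182164 of TAIR10.1, inside the annotated protein-coding gene AT1G12290, rose in WT Col-0 from 73.7 ± 13.0 to 383 ± 183 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 2.26 (standard error 0.32, adjusted p = 2.82e-05 from limma with Benjamini-Hochberg adjustment). It was 0.75 in abi1td (standard error 0.48, adjusted p = 0.356 from limma with Benjamini-Hochberg adjustment), -0.24 in mkkk17 (standard error 0.43, adjusted p = 0.885 from limma with Benjamini-Hochberg adjustment), and 0.82 in mkkk18 (standard error 0.37, adjusted p = 0.255 from limma with Benjamini-Hochberg adjustment), and the sign in mkkk17 reversed with RPM as deposited. The response differed from that of WT Col-0 by -1.59 in abi1td (standard error 0.67, adjusted p = 0.168 from limma with Benjamini-Hochberg adjustment), by -2.60 in mkkk17 (standard error 0.67, adjusted p = 0.00746 from limma with Benjamini-Hochberg adjustment), and by -1.52 in mkkk18 (standard error 0.67, adjusted p = 0.101 from limma with Benjamini-Hochberg adjustment), and the difference in mkkk17 did not pass with RPM as deposited. Single libraries lay apart: the second ABA replicate of abi1td held 502 scaled RPM, against 129 and 132 in the others of its group, the first mock replicate of mkkk17 365 against 120.1 and 107, and the first ABA replicate of mkkk18 320.0 against 119 and 201.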

Distinct miRNAs exert multiple functions in plant stress responses. Thus, as well as involvement in the Pi-signaling response, these miRNAs might also mediate ABA responses, conferring improved salt and drought tolerance on plants by post-transcriptional regulation of target genes.

There are various miRNAs that are reported to be involved in the physiological functions of plants as well as various plant stresses: for example, according to TAIR annotation, AT2G02850 encodes plantacyanin (a copper protein) and is involved in anther development and pollination. AT2G02850 was experimentally confirmed to be cleaved by miR408 in *Arabidopsis* [81], and its expression correlates with the abundant levels of miR408 in flowers [82]. Our data show that ath-miR408-5p is more highly induced in *abi1td* and *mkkk17* compared to WT Col-0 and that ath-miR408-3p is upregulated in *mkkk18* compared to other genotypes in response to ABA, indicating that these miRNAs might be more critical for mediating the effect of ABA in *mkkk18* than in WT. 

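The response of miR408-5p differed from that of WT Col-0 by -0.09 in abi1td (standard error 0.40, adjusted p = 0.914 from limma with Benjamini-Hochberg adjustment) and by -0.07 in mkkk17 (standard error 0.40, adjusted p = 0.899 from limma with Benjamini-Hochberg adjustment), differences smaller than their standard errors whose signs reversed with RPM as deposited and under the GC correction. In mkkk18, miR408-5p changed by 0.77 (standard error 0.30, adjusted p = 0.196 from limma with Benjamini-Hochberg adjustment). miR408-3p, at chromosome 2 from 19319933 to 19319953 of TAIR10.1, changed by 1.10 in WT Col-0 (standard error 0.26, adjusted p = 0.00191 from limma with Benjamini-Hochberg adjustment), by 0.64 in abi1td (standard error 0.31, adjusted p = 0.324 from limma with Benjamini-Hochberg adjustment), by 0.41 in mkkk17 (standard error 0.27, adjusted p = 0.551 from limma with Benjamini-Hochberg adjustment), and by 0.94 in mkkk18 (standard error 0.37, adjusted p = 0.198 from limma with Benjamini-Hochberg adjustment). The WT Col-0 value changed sign with the GC correction and did not pass with RPM as deposited, and the mkkk17 value passed with RPM as deposited. Its response in mkkk18 differed from that in WT Col-0 by -0.25 (standard error 0.46, adjusted p = 0.7 from limma with Benjamini-Hochberg adjustment), a sign that reversed with RPM as deposited and under the GC correction.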

In miR156e-3p-overexpressing transgenic plants, the expression of its target gene *SPL1* is decreased in *Arabidopsis* [83], and *AP2* directly promotes the expression of miR156e, which blocks the floral transition by repressing SPL genes [84]; our sequencing data show that miR156e is induced to some extent in all genotypes except the *abi1td* mutant after ABA treatment (Figure 7A). ath-miR397a and ath-miR397b are expressed in flowers and seedlings [82], and 24-epibrassinolide (EBR) upregulates ath-miR397a [85]. Our analysis shows that ath-miR397a is significantly upregulated in mutants of *mkkk17* and *mkkk18*, whereas ath-miR397b is highly downregulated by ABA in WT only; qRT-PCR confirmed these expression patterns (Figure 8), which demonstrates that these miRNAs could be mediating ABA signal transduction during these developmental stages. 

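miR397a changed by 0.19 in WT Col-0 (standard error 0.33, adjusted p = 0.629 from limma with Benjamini-Hochberg adjustment), with a negative sign for RPM as deposited, and by 1.01 in abi1td (standard error 0.37, adjusted p = 0.324 from limma with Benjamini-Hochberg adjustment). Its response was higher than that of WT Col-0 in mkkk17 (standard error 0.60, adjusted p = 0.0898 from limma with Benjamini-Hochberg adjustment), past the threshold with RPM as deposited, and higher by 1.14 in mkkk18 (standard error 0.60, adjusted p = 0.16 from limma with Benjamini-Hochberg adjustment). miR397b, at chromosome 4 from 7878730 to 7878750 of TAIR10.1, fell in WT Col-0 from 145 ± 18.7 to 38.5 ± 15.2 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of -1.96 (standard error 0.28, adjusted p = 3.17e-05 from limma with Benjamini-Hochberg adjustment). It was -0.24 in abi1td (standard error 0.41, adjusted p = 0.71 from limma with Benjamini-Hochberg adjustment), 0.57 in mkkk17 (standard error 0.39, adjusted p = 0.551 from limma with Benjamini-Hochberg adjustment), and 0.05 in mkkk18 (standard error 0.35, adjusted p = 0.975 from limma with Benjamini-Hochberg adjustment), where the sign reversed with RPM as deposited, a setting in which the mkkk17 value passed. The response differed from that of WT Col-0 by 1.64 in abi1td (standard error 0.57, adjusted p = 0.137 from limma with Benjamini-Hochberg adjustment), by 2.44 in mkkk17 (standard error 0.57, adjusted p = 0.00352 from limma with Benjamini-Hochberg adjustment), and by 1.93 in mkkk18 (standard error 0.57, adjusted p = 0.031 from limma with Benjamini-Hochberg adjustment), the last not past the threshold with RPM as deposited or no filter on low values.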

Previous experimental studies have shown that overexpression of only ath-miR167a of the four ath-miR167s arrested flower development, similarly to mutation of the target arf6-2 and arf8-3 genes [86]; the authors therefore propose that there is a prime requirement for miR167a to be conserved in diverse plant species. 

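miR167a-3p changed by -0.0047 in WT Col-0 (standard error 0.23, adjusted p = 0.984 from limma with Benjamini-Hochberg adjustment), a value close to 0 whose sign changed under the GC correction and in a fit of all 24 libraries, and by -0.54 in abi1td (standard error 0.31, adjusted p = 0.342 from limma with Benjamini-Hochberg adjustment). Its response differed from that of WT Col-0 by -0.61 in abi1td (standard error 0.42, adjusted p = 0.377 from limma with Benjamini-Hochberg adjustment), by -1.67 in mkkk17 (standard error 0.42, adjusted p = 0.00656 from limma with Benjamini-Hochberg adjustment), and by -1.32 in mkkk18 (standard error 0.42, adjusted p = 0.04 from limma with Benjamini-Hochberg adjustment). The difference in mkkk17 reversed with RPM as deposited, and that in mkkk18 did not pass with RPM as deposited or no filter on low values. The sequence that the paper calls miR167b was not analysed here, whereas the sequence annotated as miR167b in TAIR10.1 is that of the analysed entry miR167a-5p.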

Interestingly, in our analysis of mature miRNAs, ath-miR167a-3p expression was reduced only in the mutants *mkkk17* and *mkkk18* and not in WT, while ath-miR167b was induced by ABA only in WT Col-0 seedlings. This shows that miR167-mediated post-transcriptional regulation is an important regulatory pathway involved in the regulation of flower development and the ABA response.

miR168 targets the mRNA of *AGO1* [10], and NaCl leads to the upregulation of ath-miR168 [87], as does six hours of NaCl treatment [79]. It is also evident from our data that DE ath-miR168a-3p is highly induced in WT Col-0 only, while DE ath-miR168b is upregulated only in the *mkkk18* mutant after ABA treatment. 

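miR168a-3p, at chromosome 4 from 10578737 to 10578757 of TAIR10.1, rose in WT Col-0 from 26.1 ± 5.84 to 96.0 ± 63.5 scaled RPM (mean ± SD, n = 3 each), a log2 fold change of 1.66 (standard error 0.38, adjusted p = 0.00191 from limma with Benjamini-Hochberg adjustment). It was 0.48 in abi1td (standard error 0.28, adjusted p = 0.342 from limma with Benjamini-Hochberg adjustment), -0.05 in mkkk17 (standard error 0.37, adjusted p = 0.982 from limma with Benjamini-Hochberg adjustment), and 0.69 in mkkk18 (standard error 0.34, adjusted p = 0.269 from limma with Benjamini-Hochberg adjustment), and the sign in mkkk17 reversed under both other scalings. The response differed from that of WT Col-0 by -1.26 in abi1td (standard error 0.55, adjusted p = 0.177 from limma with Benjamini-Hochberg adjustment), by -1.80 in mkkk17 (standard error 0.55, adjusted p = 0.0142 from limma with Benjamini-Hochberg adjustment), and by -1.06 in mkkk18 (standard error 0.55, adjusted p = 0.159 from limma with Benjamini-Hochberg adjustment). The difference in mkkk17 reversed with RPM as deposited. The sequence that the paper calls miR168b was not analysed here, whereas the sequence annotated as miR168b-5p in TAIR10.1 is that of the analysed entry miR168a-5p.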

The miRNA390-dependent transacting small interfering RNA pathway is regulated by auxin [19], and the targets of this miRNA have been validated [88]; miRNA390 is also hypoxia-responsive [58]. 

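miR390a-3p changed by -0.24 in WT Col-0 (standard error 0.33, adjusted p = 0.542 from limma with Benjamini-Hochberg adjustment), by -0.84 in abi1td (standard error 0.32, adjusted p = 0.324 from limma with Benjamini-Hochberg adjustment), and by -0.69 in mkkk18 (standard error 0.32, adjusted p = 0.255 from limma with Benjamini-Hochberg adjustment). Its response in mkkk17 differed from that in WT Col-0 by -1.29 (standard error 0.46, adjusted p = 0.0322 from limma with Benjamini-Hochberg adjustment), and this difference reversed with RPM as deposited and did not pass with no filter on low values.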

In response to ABA treatment, miR390a was downregulated in *mkkk17*, but was unchanged in WT and other mutant lines, which suggests that the target gene of this miRNA might be overrepresented in *mkkk17*. Taken together, the data for these DE miRNAs indicate possible crosstalk between the auxin and ABA signaling pathways by regulation of the respective miRNA target genes.

Plant growth and development are regulated by complex gene networks. Target gene identification and, subsequently, GO analysis and KEGG pathway assignment linked our panel of miRNAs and their target genes with various biological processes, cellular components, and molecular functions (Supplementary Tables S15 and S16). On the basis of this analysis, a hypothetical model of regulatory networks of ABA-responsive miRNAs and their target genes in *Arabidopsis* can be proposed (Figure 11). These findings suggest that the miRNAs identified in our study regulate a range of functions in response to ABA.

## 4. Materials and Methods

### 4.1. Plant Materials and Sample Preparation for Sequencing

Seeds of WT *Arabidopsis thaliana*, Columbia ecotype (Col-0), as well as *abi1td*, *mapkkk17td*, and *mapkkk18td* mutants were used in this study. The *abi1td* [89], *mkkk17* (SALK_080309C), and *mkkk18* mutant lines were created by T-DNA insertion as described previously [4]. After two days of stratification at 4°C, the plants were grown in Half Murashige and Skoog Basal Medium supplemented with sucrose. Seedlings were grown as described [89] for two weeks, after which they were treated with 100 μM ABA (dissolved in methanol) or an equivalent mock treatment, and the petri plates were then incubated for 4 h in a growth chamber. The harvested plant materials were frozen in liquid nitrogen and stored in a −80 °C freezer until further use. For each condition (mock- and ABA-treated), three independent biological replicates were used, and small RNA was extracted using TRIzol^®^ Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol (Direct-zol RNA Miniprep; ZYMO Research Corporation, Irvine, CA, USA). ABA application was confirmed by the amplification of ABA-related marker mRNAs. Induction or downregulation of marker mRNAs was tested by real-time PCR analysis. All measurements were carried out in three biological replicates. An Agilent 2100 Bioanalyzer System (Agilent, Santa Clara, CA, USA) was used to confirm the RNA integrity (>8) of the miRNA samples.

### 4.2. Sequencing and Processing of Reads

Macrogen Ltd., Seoul, South Korea, carried out miRNA sequencing using the TruSeq Small RNA Library Prep Guide (Part #15004197 Rev. G protocol) on the Illumina HiSeq2500 platform to generate 50 bp paired-end reads. Adapters were clipped, and reads with no adapters and reads less than 16 nt long were discarded. The reads were then filtered for quality using the FASTX-toolkit, requiring that at least 95% of nucleotides had a Phred quality scores of 20 or more. Read cataloging was performed using a mirPRo stand-alone pipeline [90]. Identification of miRNAs was performed with ShortStack v-3.3 [91] with default parameters, except that the presence of miRNA* was not strictly required. As the miRNAs were identified for each sample independently, a unique set of miRNAs was obtained by merging their coordinates with the Bedtools [92] merge utility (https://bedtools.readthedocs.io/en/latest/content/tools/merge.html, accessed on 30 October 2018). Additionally, we kept only miRNAs identified in at least two distinct samples and with a pre-miRNA sequence not shorter than 40 nt. miRNA* sequences were filtered out using Bedtools to find unique miRNA loci. The novel precursor sequences were used to construct secondary structures using RNA structure version 6.2 software (https://rna.urmc.rochester.edu/RNAstructure.html) with the default settings. Mature miRNAs were annotated further using the miRbase database (version 22 http://www.mirbase.org/, accessed on 30 October 2018) to identify both conserved and novel miRNAs. The raw sequencing data (20 GB) were deposited at NCBI GEO with the accession number GSE172377.

### 4.3. Differential Expression Analysis

The raw counts were analyzed using the DESeq2 package [93] to find differentially expressed mature miRNAs. In our analysis, a false discovery rate of 0.05 was implemented, and any mature miRNA, which was lower than the *p*-adjusted value, was defined as significantly down- or upregulated. To prepare the Venn diagram, an online webtool (http://bioinformatics.psb.ugent.be/webtools/Venn/) (accessed on 5 November 2018) was used to identify differentially expressed miRNAs that were shared between mock- and ABA-treated samples. Similarly, the effect of mutants was investigated by comparing untreated control samples of mutants (*abi1td*, *mkkk17*, *mkkk18*) with WT. 

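Mock libraries of each mutant were compared with those of WT Col-0 in the fit of all 24 libraries. 1 miRNA passed the threshold in abi1td and 1 in mkkk17, miR2111b-3p in both, and none passed in mkkk18, where 23 had an unadjusted p-value under 0.05. The count for mkkk17 moved most with RPM as deposited, to 41 miRNAs, all of them lower than in WT Col-0. With the replicate number as a block, the counts were 0 in abi1td, 1 in mkkk17, and 0 in mkkk18, with 12 in abi1td and 22 in mkkk18 at an unadjusted p-value under 0.05.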

The interaction effect between genotypes was studied by principal component analysis to find the variance among samples.

### 4.4. Validation of miRNA Expression with Stem-Loop qRT-PCR

Total RNA from three independent biological replicates was extracted using Tri-reagent according to the manufacturer’s protocol (Direct-zol RNA Miniprep kit; ZYMO Research Corporation, Irvine, CA, U.S.A). RNA samples were treated with DNaseI provided in the RNA Miniprep kit to remove genomic DNA. For qPCR analysis, 10 ng total RNA was used to synthesize cDNA from small RNAs. A total of 1.5 µL 10× reverse transcription buffer, 0.15 µL 100 mM deoxynucleotide triphosphates, 0.19 µL RNase inhibitor (20 units/µL), 1 µL TaqMan^®^ MicroRNA Reverse Transcriptase using TaqMan^®^ MicroRNA Reverse Transcription Kit (ABI, Life Technologies, Carlsbad, CA, USA), according to the manufacturer’s protocol, along with 3 µL stem-loop reverse transcription primer (ABI, Life Technologies, Carlsbad, CA, USA) in a 15 µL reaction mixture was used. The TaqMan^®^ miRNA assays were performed using TaqMan^®^ Universal PCR Master Mix II with uracil N-glycosylase (ABI, Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. The reaction was performed at 50 °C for 2 min (for optimal UNG enzyme activity), at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, and 60 °C for 60 s. Ct values for all miRNA primary transcripts and other transcript cDNAs were normalized to the SnoR66 and Actin8 TaqMan Assay cDNA fragment Ct value; both had the same trend of expression of miRNAs, so the qPCR results show results using SnoR66 as endogenous control. Differences in the relative transcript levels were calculated using the 2^−ΔΔCt^ method. For each sample, the PCR amplification was repeated three times, and the average values of 2^−ΔΔCt^ were used to determine the differences in gene expression by Student’s *t*-test. Three biological replicates were performed with similar results, and one replicate is shown. TaqMan^®^ miRNA assay details are available in Supplementary Table S1.

### 4.5. Target Validation by 5′ RLM-RACE-PCR and miRNA Target Gene Expression by qRT-PCR

Target mRNA cleavage sites for several novel miRNAs were experimentally mapped by RNA ligase-mediated rapid amplification of cDNA ends (5′ RLM-RACE). A modified procedure for 5′ RLM-RACE was followed using the FirstChoice RLM-RACE Kit^®^ (ThermoFisher Scientific/Invitrogen, Carlsbad, CA, USA). To examine miRNA-directed cleavage of predicted targets in vivo, we isolated total RNA using Tri-reagent, as described above, from seedlings of A. thaliana. We employed the 5′ RLM-RACE kit to amplify the 5′ UTR of target gene mRNAs. These target genes were selected based on the prediction value (from 0 to 3.5) of novel miRNA target genes. Combinations of three different primers were used in the 5′ RLM-RACE experiments as listed in Supplementary Table S1. Total RNA (10 µg) was used without treatment with calf intestine phosphatase (CIP) and tobacco acid pyrophosphatase (TAP), which is not required for miRNA-cleaved mRNAs. RNA was then ligated with an RNA adaptor (45 nt long) using T4 RNA ligase. Using the above as a template for RT-PCR, we amplified the 5′ ends of mRNAs using an miRNA-target-specific primer and an adapter primer in first and second round PCR according to the manufacturer’s protocol. The final RLM-RACE products were analyzed on agarose gels and purified using a DNA gel extraction kit^®^ (ThermoFisher Scientific/Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The amplicons were then cloned into the TA cloning vector, pGEMT-easy (Promega, Madison, WI, USA), and sequenced.

To quantify the identified target genes of novel miRNAs, qRT-PCR was performed using a published protocol [89] with minor modifications. Relative quantification of gene expression was calculated using 18S as an internal control. Differences in the relative transcript levels were calculated using the 2^−ΔΔCt^ method. For each sample, the PCR amplification was repeated three times, and the average values of 2^−ΔΔCt^ were used to determine the differences in gene expression by Student’s *t*-test. Three biological replicates were performed for all target genes. All primers used in the qRT-PCR analyses are available in Supplementary Table S1.

### 4.6. Target Gene Identification, Gene Ontology, and KEGG Pathway Analysis

The putative target genes of upregulated (|log_2_(fold change)| > 1 or downregulated |log_2_ (fold change)| < −1) known and novel miRNAs were predicted using the online server psRNATarget (http://plantgrn.noble.org/psRNATarget/) [94] with default parameters. GO and KEGG enrichment analyses of the predicted target genes for all genotypes were performed separately for molecular function, biological process, and cellular component. GO enrichment and KEGG pathway analyses were performed using the ExPATH database (http://expath.itps.ncku.edu.tw/rnaseq/enrichment/Arabidopsis/enrichment_analysis.php, accessed on 25 August 2020) [95], and the enrichment terms were visualized. GO terms and KEGG pathways with FDR (false discovery rate) values of <0.05 and a *p*-value of <0.05, respectively, were considered.

## 5. Conclusions

Using RNA-Seq, we identified miRNAs in the WT Col-0 of *Arabidopsis* and its *abi1td*, *mkkk17*, and *mkkk18* mutant lines, which are differentially expressed in response to ABA treatment. Both known and novel miRNAs were characterized and the expression profiles of a subset were validated by qRT-PCR; we also verified the potential target genes of selected novel miRNAs by 5′ RLM-RACE. A hypothetical model of the ABA-responsive miRNA regulatory network and their target genes in *Arabidopsis* was developed from the data and is presented schematically (Figure 11). Overall, this study provides a database for the expansion of our knowledge and understanding of regulatory networks in the ABA core signaling pathway. These results will facilitate a broad understanding of the ABA response and help to clarify the miRNA-mediated molecular mechanisms of the fundamental response to ABA and provide insight into the functional role of miRNAs and their targets in *Arabidopsis* plants. Few of the novel *Arabidopsis* miRNAs detected in our study have previously been connected with the ABA response, especially in the WT Col-0 genotype. Therefore, it will be interesting to investigate the role of the ABA-responsive miRNAs that we report here, together with the proteins encoded by mRNAs targeted by these miRNAs, in plants responding to environmental challenges.

## Figures and Tables

**Figure 1:**
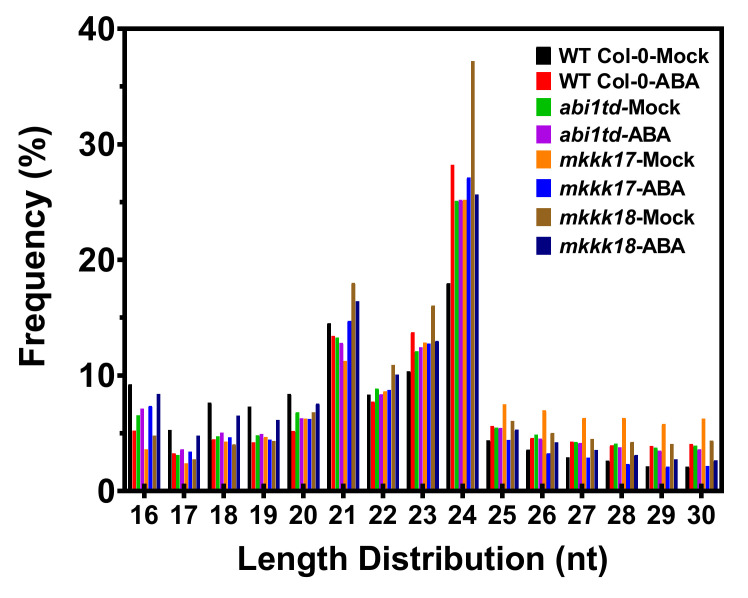
Length distribution of small RNAs. Length distribution of small RNAs in samples of *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants before or after four hours of 100 µM ABA treatment (mock- and 100 µM ABA-treated). The X-axis represents the small RNA length (nucleotides) and the Y-axis represents the percentage of small RNA reads.

**Figure 2:**
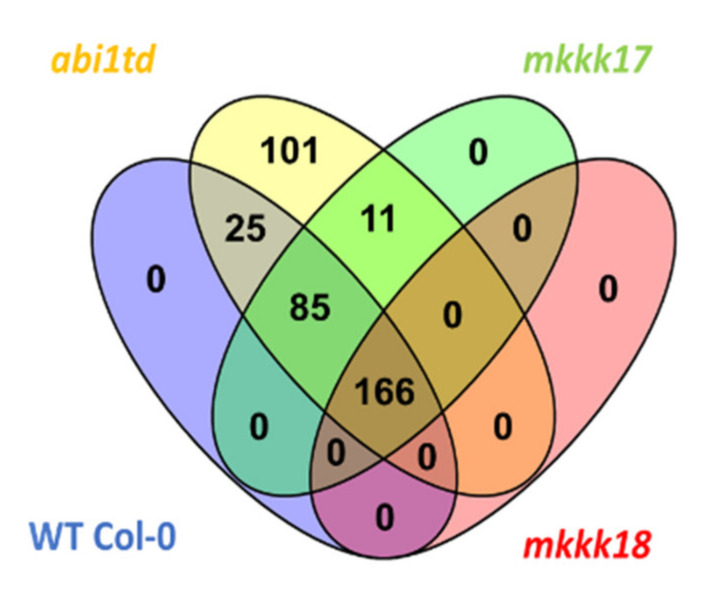
Venn diagram showing the common and specific total small RNAs identified expressed in all samples of ABA-treated vs. mock-treated *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants.

**Figure 3:**
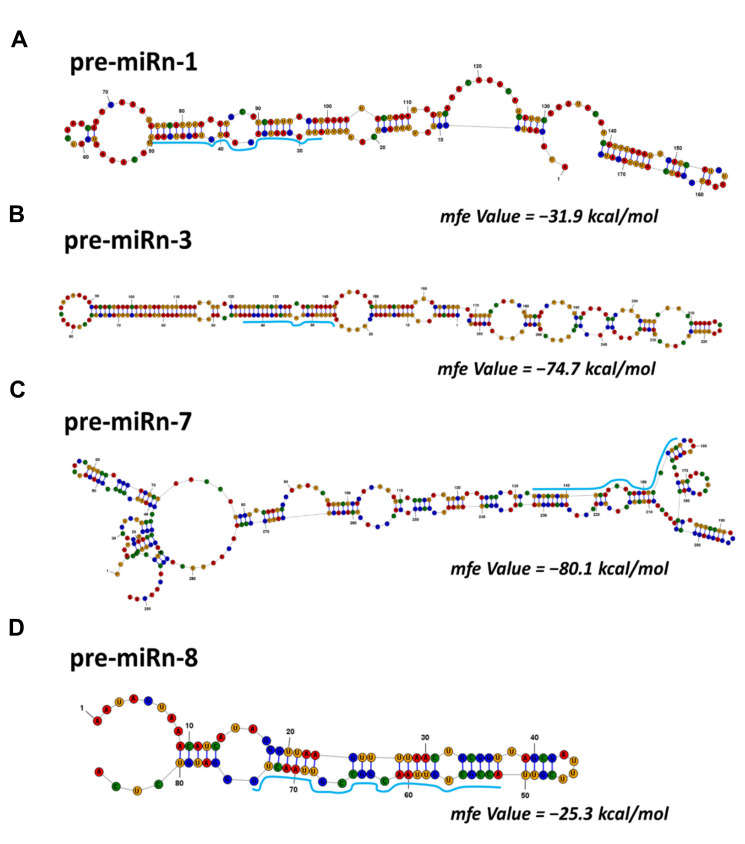
Secondary structures for the novel miRNA precursors. Predicted hairpin secondary structures for the potential novel miRNA precursors of **(A)** miRn-1 (**B**) miRn-3, (**C**) miRn-7, and (**D**) miRn-8. Nucleotide bases of mature miRNA are highlighted in light blue. The actual size of each putative precursor might differ slightly from its shown length since it was not identified experimentally. The computed minimum free energy (MFE) of the thermodynamic ensemble is reported. RNAstructure version 6.2 software was employed to evaluate the stem-loop structure with default parameter settings.

**Figure 4:**
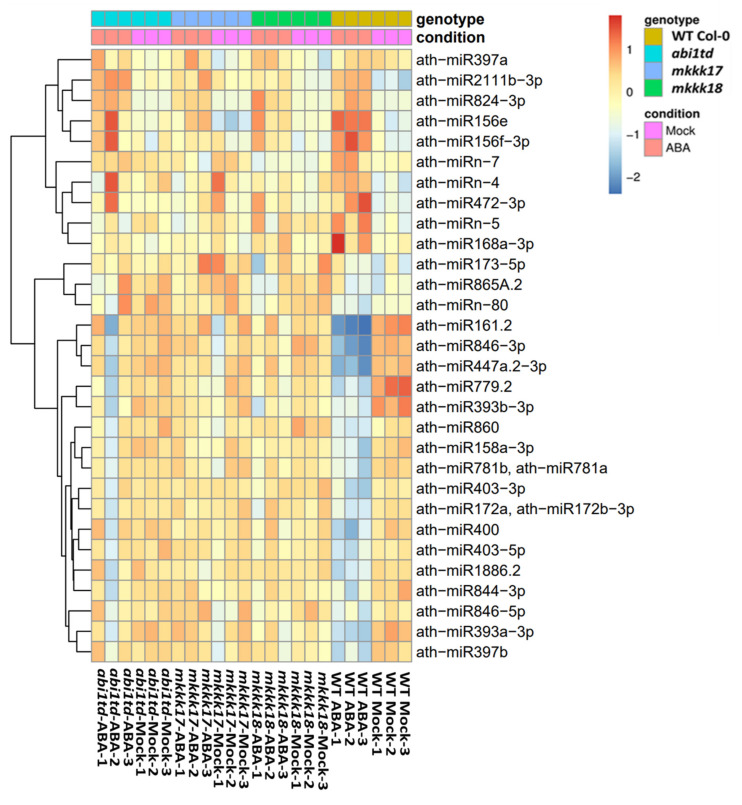
Distribution and expression pattern of known and novel miRNAs in all libraries. The hierarchical clustering analysis by heatmap of ABA-responsive miRNAs from samples of ABA-treated vs. mock-treated *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants. Heatmap showing hierarchical clustering of 30 differently expressed miRNAs are displayed by distance and complete cluster methods as a measurement of similarity from samples of ABA-treated vs. mock-treated *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants. The data in the heatmap are the value of log2 (fold change). Red and blue indicate upregulation and downregulation of miRNAs, respectively.

**Figure 5:**
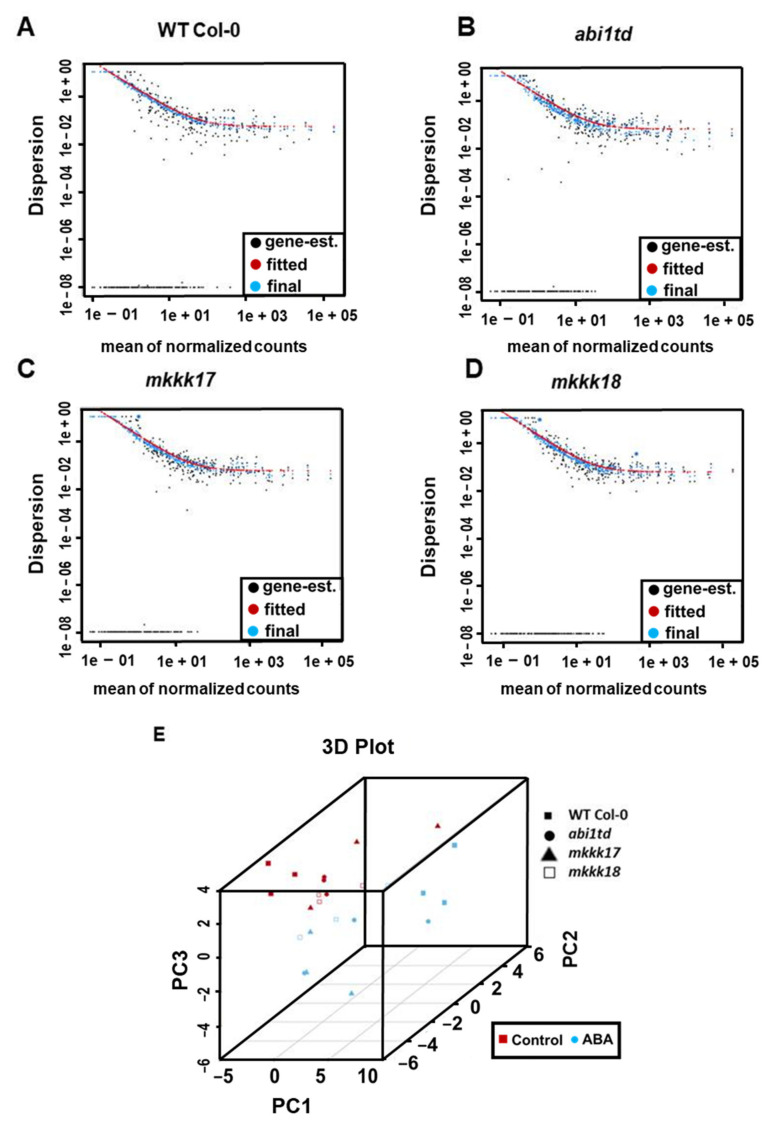
ABA-responsive small RNA clusters. Dispersion plot shows how the dispersion (variance) estimates are shrunk from the gene-wise values (black dots) toward the fitted estimates in (**A**) WT Col-0, (**B**) *abi1td*, (**C**) *mkkk17*, and (**D**) *mkkk18* mutants after ABA induction. Values in blue are the final values used in testing. (**E**) A three-dimensional PCA plot of small RNA-Seq libraries with or without ABA induction of all genotypes of *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants.

**Figure 6:**
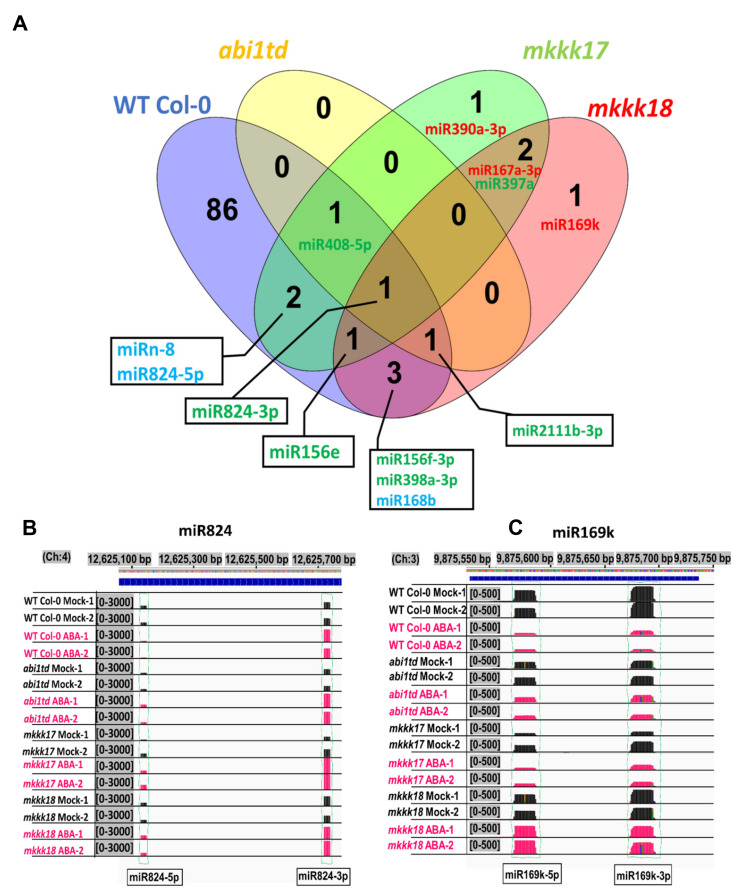
Common and specific miRNAs display differential expression between analyzed samples. Expression profiles and prediction comparison for miRNAs. (**A**) Venn diagrams show the common and specific differentially expressed known and novel up- and downregulated miRNAs or unchanged miRNAs expressed in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants before or after four hours of 100 µM ABA treatment (mock- and ABA-treated). The fold change (ABA-treated vs. mock) is log2N; log2N ≥ 1 is upregulated; between 0 < |log2N| < 1 is unchanged expression; and log2N ≤ −1 is downregulated. Adjusted *p*-values ≤ 0.05. Green-colored miRNAs show upregulated miRNAs in all genotypes. Red color shows downregulated miRNAs in all genotypes. Light blue color shows expression of miRNAs expressing differently in all genotypes. (**B**) miR824 and (**C**) miR169k show the abundance expressed in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants. Black bars indicate the number of aligned reads in mock samples, and red bars indicate the number of aligned reads in 4 h of ABA-treated samples; therefore, coverage at the specific positions and abundance can be compared between genotypes after 4 h of 100 µM ABA induction, and their genotype specificity can be observed after ABA in all genotypes with 3′, 5′-mature variants of these miRNAs. (Ch with numbers means chromosome number).

**Figure 7:**
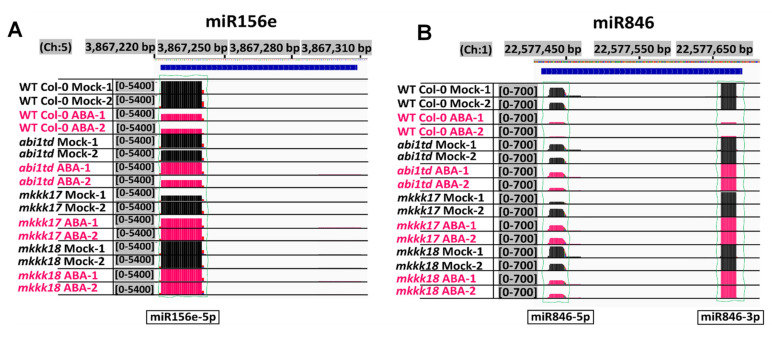
Expression profiles of the known miRNAs’ abundance in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants with or without ABA induction. These show the abundance of miRNAs (**A**) miR156e and (**B**) miR846 expressed in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants. Black bars indicate the number of aligned reads in mock samples and red bars indicate the number of aligned reads in 4 h of 100 µM ABA-treated samples; therefore, coverage at the specific positions and abundance can be compared between genotypes after 4 h of ABA induction. Strong or weak expression can be observed for these miRNAs in all genotypes for the 3′, 5′-mature variants of these miRNAs. (Ch with numbers means chromosome number).

**Figure 8:**
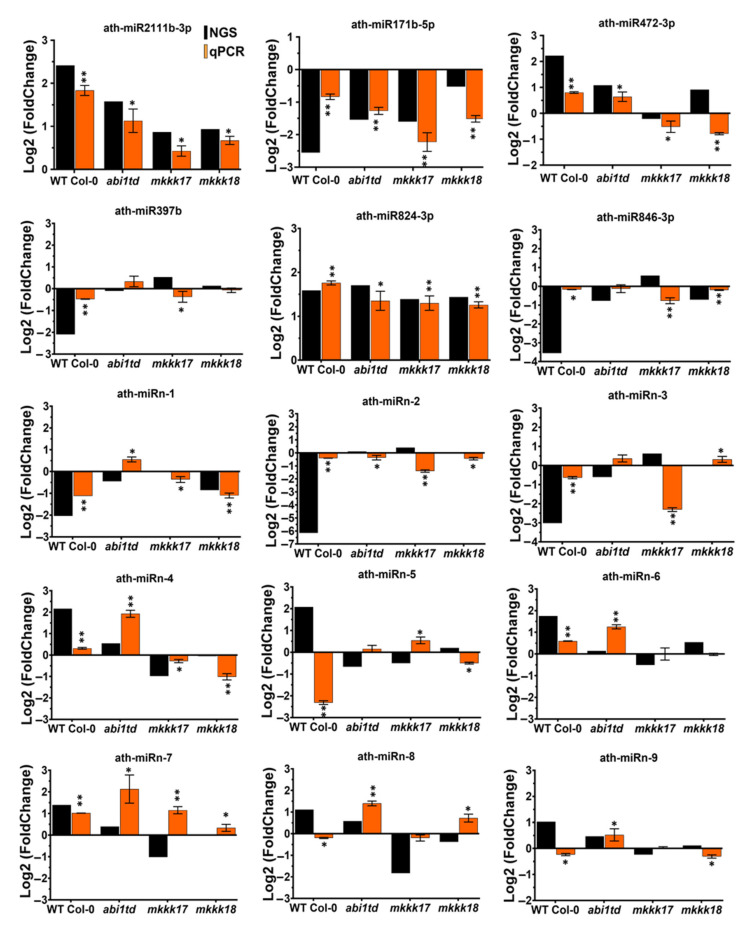
Validation and comparison of RNA sequencing results by real-time PCR. Comparisons between real-time validation and gene expression profiling data of randomly selected known and novel miRNAs in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants before or after four hours of 100 µM ABA treatment (mock- and ABA-treated). The *x*-axis represents genotype names, while the *y*-axis represents the relative expression level of miRNAs. The expression levels of miRNAs are normalized to the level of *SnoR66*. Black bars represent the expression from log2 (fold change) of the NGS data, while orange bars represent the qPCR log2 (fold change) values. Data from qRT-PCR are means of three biological replicates with each having three technical replicates. Error bars represent ±SD (standard deviation) from triplicates. Student’s *t*-test was performed on mock-treated and four hours of 100 µM ABA-treated results of qRT-PCR, and the statistically significant treatments are marked with * (*p*-value ≤ 0.05), ** (*p*-value ≤ 0.001).

**Figure 9:**
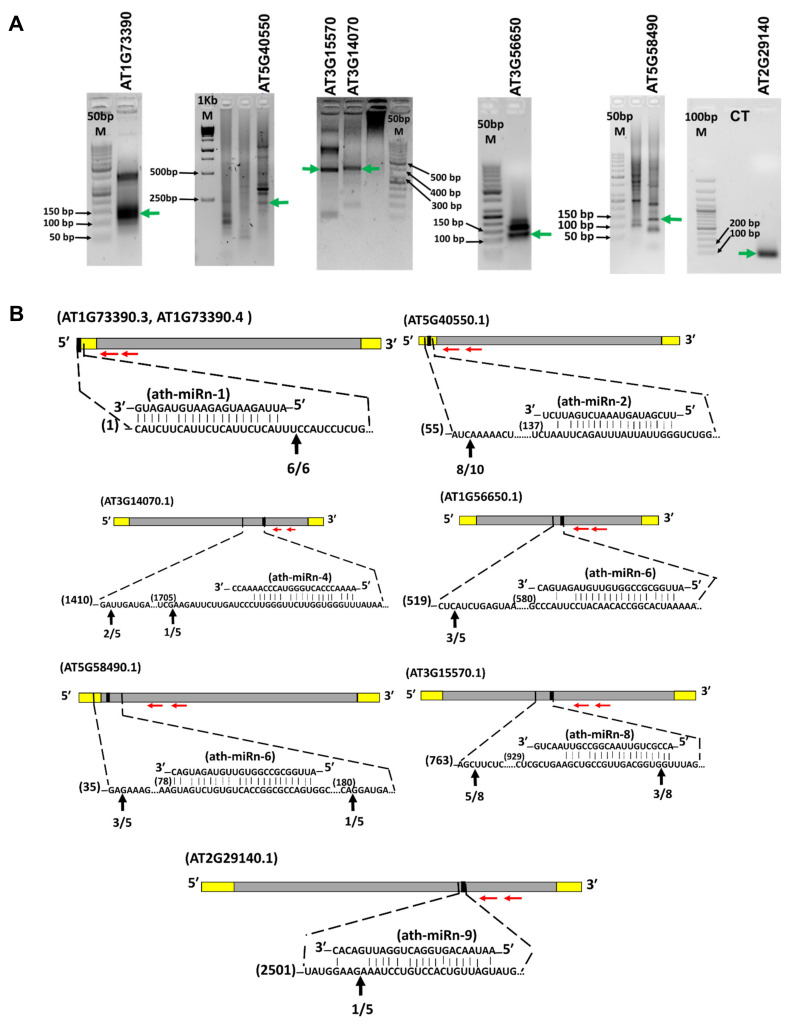
miRNA mapping and cleavage site determination through 5′ RLM RACE. (**A**) Gel images of 5′ RLM-RACE showing the amplified products (RLM-RACE second round PCR products) after consecutive PCR reactions. The migrating band in each lane (green horizontal arrows) was purified for DNA sequencing. CT: negative control for PCR; M: DNA molecular weight size marker. (**B**) The targeted mRNA section and miRNA sequences, along with mismatch(es), if any, are shown as the empty region or with dotted line. Grey boxes show CDS regions of miRNA target genes. Yellow boxes show 5′, 3′ UTR ends of miRNA target genes. Black boxes show the predicted region of miRNA target site. The enlarged portion shows the pairing between miRNAs and the target sites. Each top strand depicts an miRNA, and each bottom strand depicts complementary target site on the anti-parallel miRNA. The 5′ ends of the cleaved product determined by sequencing are indicated by the vertical arrowheads, along with the numbers of clones analyzed for each target gene. The horizontal red arrowheads indicate the gene-specific primer sites used for 5′ RLM-RACE. Numbers in brackets show nucleotides position of target gene cDNAs.

**Figure 10:**
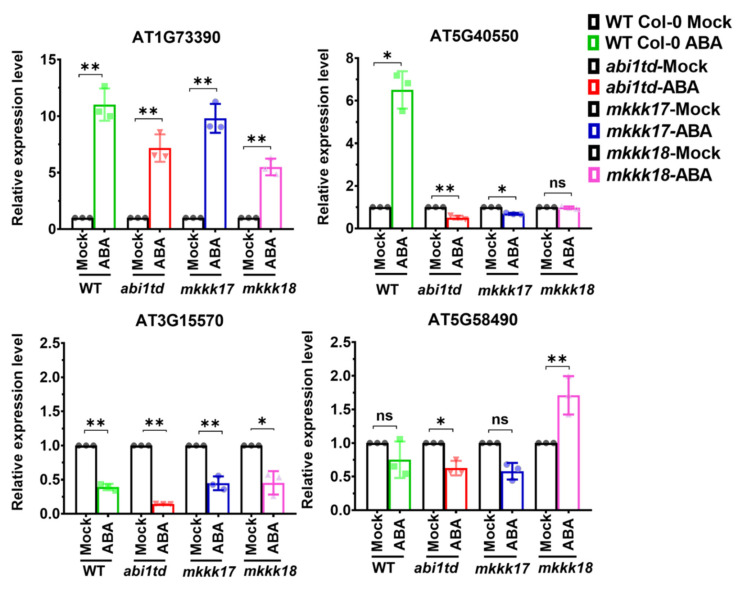
Relative transcript abundance of selected target genes of novel miRNAs identified as ABA-responsive in this study by RT-qPCR. Target gene expression profiling data of randomly selected target genes of novel miRNAs in *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants before or after 4 h of 100 µM ABA treatment (mock- and ABA-treated). The *x*-axis represents genotype names, while the *y*-axis represents the relative expression level of miRNA target genes. The expression levels are normalized to the level of 18S as internal control. Data from qRT-PCR are means of three biological replicates, each of which has three technical replicates (*n* = 9). Error bars represent ±SD (standard deviation) from triplicates. Student’s *t*-test was performed on mock- and ABA-treated results of qRT-PCR, and statistically significant treatments are marked * (*p*-value ≤ 0.05), ** (*p*-value ≤ 0.001), or ns (non-significant).

**Figure 11:**
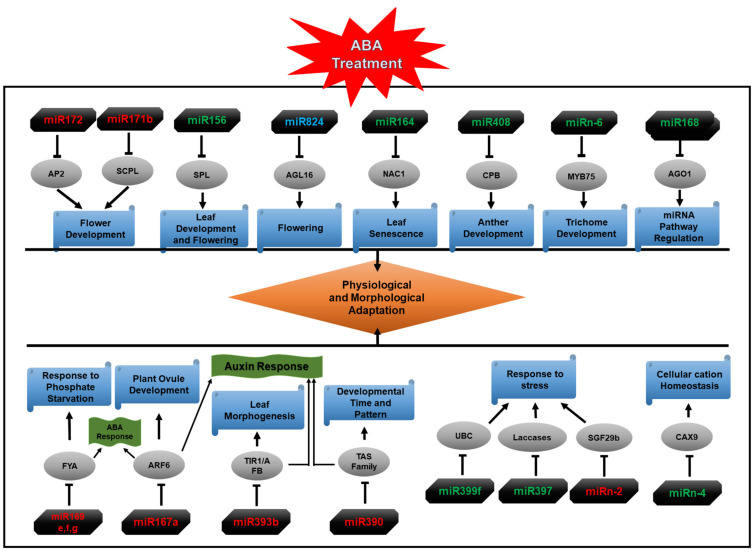
A hypothetical model of regulatory networks of ABA-responsive miRNAs and their target genes in *Arabidopsis*. Possible roles of known and novel ABA-induced miRNAs in different biological processes in *Arabidopsis* based on Gene Ontology (GO) analysis. Downregulated ABA-responsive miRNAs are shown in red, while those shown in green represent upregulated ABA-responsive miRNAs identified in this study. miRNAs labeled in green are upregulated in all genotypes; those in red are downregulated in all genotypes; miRNAs labeled in light blue are expressed differently in all genotypes. Grey ovals show target genes of miRNAs. Block/inhibitory arrows show the regulation of target gene by miRNA.

**Table 1:** Mapping of small RNA-seq reads to the *Arabidopsis thaliana* genome of all libraries of *Arabidopsis* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants before (mock) or after four hours of 100 µM ABA treatment (mock- and ABA-treated) in each of three biological replicates. Values with “±” in “[]” show standard deviation.

	Genotype and Condition	WT Col-0 Mock	WT Col-0 ABA	*abi1td* Mock	*abi1td* ABA	*mkkk17* Mock	*mkkk17* ABA	*mkkk18* Mock	*mkkk18* ABA
Unannotated	Processed Reads	9,484,333 (±305,722)	7,782,658 (±3,032,385)	10,327,250 (±1,263,563)	7,488,293 (±305,722)	12,597,403 (±306,139)	7,375,998 (±801,769)	10,332,359 (±593,100)	8,095,522 (±2,410,235)
	Aligned Reads	9,377,237 (±291,693) (98.87%)	7,592,660 (±2,990,770) (97.44%)	10,160,442 (±1,251,305) (98.38%)	7,356,650 (±933,688) (98.27%)	12,361,791 (±306,825) (98.13%)	7,256,364 (±783,546) (98.19%)	9,977,310 (±531,749) (96.58%)	7,837,873 (±2,319,507) (96.5%)
	alignment_not_unique	6,052,568 (±97,495)	4,860,241 (±2,226,793)	6,670,315 (±1,163,741)	4,657,135 (±640,197)	8,888,020 (±692,945)	4,130,142 (±523,786)	6,089,703 (±284,811)	4,864,610 (±1,607,750)
	ambiguous	84,483 (±28,631)	157,990 (±91,477)	205,679 (±51,593)	168,844 (±107,752)	242,764 (±65,097)	140,124 (±30,453)	252,149 (±25,429)	124,278 (±90,401)
	no_feature	1,095,681 (±320,538)	1,176,768 (±373,427)	1,386,570 (±112,773)	1,013,711 (±335,090)	1,439,914 (±210,521)	1,326,686 (±171,840)	1,781,633 (±301,685)	1,153,640 (±495,774)
	not_aligned	1,234,288 (±309,658)	589,360 (±116,084)	808,774 (±151,073)	651,428 (±363,168)	634,204 (±356,362)	731,196 (±258,725)	759,329 (±144,704)	1,010,286 (±153,079)
Annotated	lncRNA	15,888 (±4458)	17,414 (±4273)	19,856 (±2187)	15,312 (±4441)	19,546 (±3844)	18,929 (±3166)	24,911 (±4465)	16,666 (±6589)
	miRNA	360,701 (±94,021)	143,893 (±30,443)	327,809 (±70,037)	189,858 (±67,813)	246,958 (±126,301)	311,619 (±64,928)	391,059 (±79,742)	248,964 (±57,159)
	ncRNA	63,272 (±20,395)	16,918 (±7013)	53,668 (±7655)	31,245 (±17,723)	45,512 (±24,622)	54,202 (±6738)	71,275 (±14,488)	38,867 (±12,868)
	nontranslating_CDS	403 (±92)	431 (±163)	497 (±62)	395 (±122)	617 (±59)	400 (±26)	604 (±96)	401 (±196)
	protein_coding	282,368 (±32,142)	316,490 (±142,682)	341,844 (±30,871)	242,310 (±44,467)	484,528 (±36,738)	257,798 (±31,391)	354,631 (±58,945)	271,948 (±109,900)
	rRNA	103,274 (±8762)	131,380 (±33,382)	118,960 (±11,677)	106,636 (±22,877)	156,854 (±22,778)	102,371 (±21,861)	110,539 (±2074)	103,332 (±24,713)
	snRNA	2309 (±540)	2771 (±1457)	2922 (±272)	2168 (±517)	3696 (±762)	2619 (±180)	7647 (±6067)	2469 (±917)
	snoRNA	34,739 (±11,459)	37,995 (±19,310)	59,513 (±12,832)	54,093 (±24,850)	52,302 (±12,099)	27,799 (±4818)	56,471 (±17,001)	25,981 (±20,829)
	tRNA	154,356 (±24,306)	331,003 (±226,926)	330,838 (±67,629)	355,153 (±211,607)	382,484 (±123,782)	272,109 (±91,642)	432,406 (±108,854)	234,075 (±163,704)

**Table 2:** Normalized reads of top fifteen expressed miRNAs and their fold change in all genotypes. List of normalized reads of top fifteen expressed miRNAs in mock treatment and 4 h of 100 µM ABA-induced samples of *Arabidopsis thaliana* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants in all libraries; each value is the average of three biological replicates of mock treatment and 4 h of 100 µM ABA-induced libraries. Fold change is from log2 (fold change) in NGS data after 4 h of 100 µM ABA-induced samples of *Arabidopsis thaliana* WT Col-0, *abi1td*, *mkkk17*, and *mkkk18* mutants; the *p*-value in NGS data is indicated with * (*p*-value ≤ 0.05), ** (*p*-value ≤ 0.01). ^†^ Values are in reads per million (RPM).

	Number of Reads ^†^								Fold Change (FC)			
miRNA ID	WT Col-0 Mock	WT Col-0 ABA	*abi1td* Mock	*abi1td* ABA	*mkkk17* Mock	*mkkk17* ABA	*mkkk18* Mock	*mkkk18 ABA*	WT Col-0	*abi1td*	*mkkk17*	*mkkk18*
miR166e-3p	20,943 (±5369)	24,743 (±7424)	16,015 (±4897)	16,298 (±511)	11,265 (±3877)	23,781 (±4607)	20,115 (±4559)	25,951 (±13,351)	0.56 *	0.26	−0.12	0.59
miR165b	5687 (±1575)	6133 (±1725)	4164 (±1477)	3676 (±159)	2601 (±942)	6084 (±1578)	5118 (±1218)	6266 (±4403)	0.43	0.07	0.02	0.51
miR159a	6732 (±1309)	4025 (±978)	4846 (±1625)	4444 (±1783)	2473 (±1437)	7751 (±2094)	5157 (±1625)	5706 (±1375)	−0.41	0.01	0.56	0.39
miR158a-3p	7803 (±2455)	1474 (±384)	6887 (±2683)	4128 (±2559)	4000 (±2460)	7378 (±2977)	6757 (±1703)	4582 (±712)	−1.99 **	−0.66	−0.18	−0.33
miR159b-3p	2886 (±584)	1468 (±320)	2072 (±856)	1357 (±463)	986 (±630)	2807 (±713)	2193 (±750)	1930 (±344)	−0.64 **	−0.45	0.46	0.06
miR398b-3p	1551 (±125)	1327 (±367)	786 (±368)	818 (±109)	473 (±208)	1202 (±455)	906 (±205)	1459 (±608)	0.09	0.29	0.16	0.91
miR167a-3p	1458 (±500)	1025 (±406)	1736 (±523)	1058 (±123)	1475 (±398)	1331 (±499)	3001 (±318)	1097 (±21)	−0.15	−0.48	−1.32 **	−1.24 **
miR160c-5p	448 (±125)	558.23 (±97)	351 (±138)	334 (±44)	215 (±91)	592 (±58)	463 (±72)	467.57 (±181)	0.69 **	0.16	0.29	0.22
miR827	1381 (±228)	597 (±139)	791 (±204)	897 (±250)	643 (±418)	1917 (±436)	1617 (±560)	1044 (±406)	−0.88 **	0.32	0.54	−0.38
miR403-3p	1120 (±317)	293 (±89)	1133 (±206)	926 (±588)	760 (±337)	1721 (±381)	1822 (±256)	1162 (±394)	−1.48 **	−0.27	0.03	−0.44
miR396a-5p	700 (±149)	317 (±34)	480 (±134)	462 (±260)	345 (±223)	861 (±115)	762 (±96)	570 (±95)	−0.75 **	0	0.28	−0.2
miR161.1	455 (±117)	396 (±99)	332 (±79)	356 (±52)	263 (±112)	532 (±170)	494 (±110)	492 (±157)	0.15	0.29	−0.15	0.22
miR167a-5p	401 (±103)	331 (±67)	382 (±105)	356 (±99)	246 (±128)	535 (±51)	487 (±81)	431 (±93)	0.09	0.04	0	0.05
miR156f-5p	363 (±60)	248 (±23)	291 (±128)	249 (±154)	152 (±73)	417 (±132)	367 (±65)	365 (±39)	−0.19	−0.13	0.23	0.18
miR408-3p	261 (±15)	427 (±202)	207 (±202)	288 (±66)	142 (±70)	467 (±82)	214 (±39)	404 (±39)	0.98 **	0.75 *	0.56 *	1.13 **

**Table 3:** Functional annotation of predicted target genes of differentially expressed novel miRNAs.

miRNA ID	Target Gene ID	Expectation	Inhibition	Target Description
ath-miRn-1	AT1G73390.3	2.5	Cleavage	Endosomal targeting BRO1-like domain-containing protein
ath-miRn-1	AT1G73390.4	2.5	Cleavage	Endosomal targeting BRO1-like domain-containing protein
ath-miRn-2	AT5G40550.1	3	Cleavage	SGF29 tudor-like domain
ath-miRn-4	AT3G14070.1	3.5	Cleavage	CAX9, CCX3, ATCCX3, cation exchanger 9
ath-miRn-6	AT1G56650.1	3	Cleavage	PAP1, MYB75, SIAA1, ATMYB75, production of anthocyanin pigment 1
ath-miRn-6	AT5G58490.1	3	Cleavage	NAD(P)-binding Rossmann-fold superfamily protein
ath-miRn-8	AT3G15570.1	3	Cleavage	Phototropic-responsive NPH3 family protein

## Data Availability

The datasets generated for this study are available on request to the corresponding author. The raw sequencing data (20 GB) were deposited at NCBI GEO with the accession number GSE172377.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22137153/s1.

# Supplementary material for: Identification of Novel miRNAs and Their Target Genes in the Response to Abscisic Acid in Arabidopsis
**Source:** Int J Mol Sci. 2021 Jul 1;22(13):7153. doi: 10.3390/ijms22137153
**Supplement:** Supplementary file 1

## Supplementary Figures

**Supplementary Figure S1:** Clustering of sample correlations between *Arabidopsis* WT Col-0, *abi1td*, *mkkk17* and *mkkk18* mutants. The correlations of global expression between all samples were clustered and showing in a heatmap figure of *Arabidopsis* WT Col-0, *abi1td*, *mkkk17* and *mkkk18* mutants with Mock and four hours  $\pm 100$   $\mu$ M ABA treated.

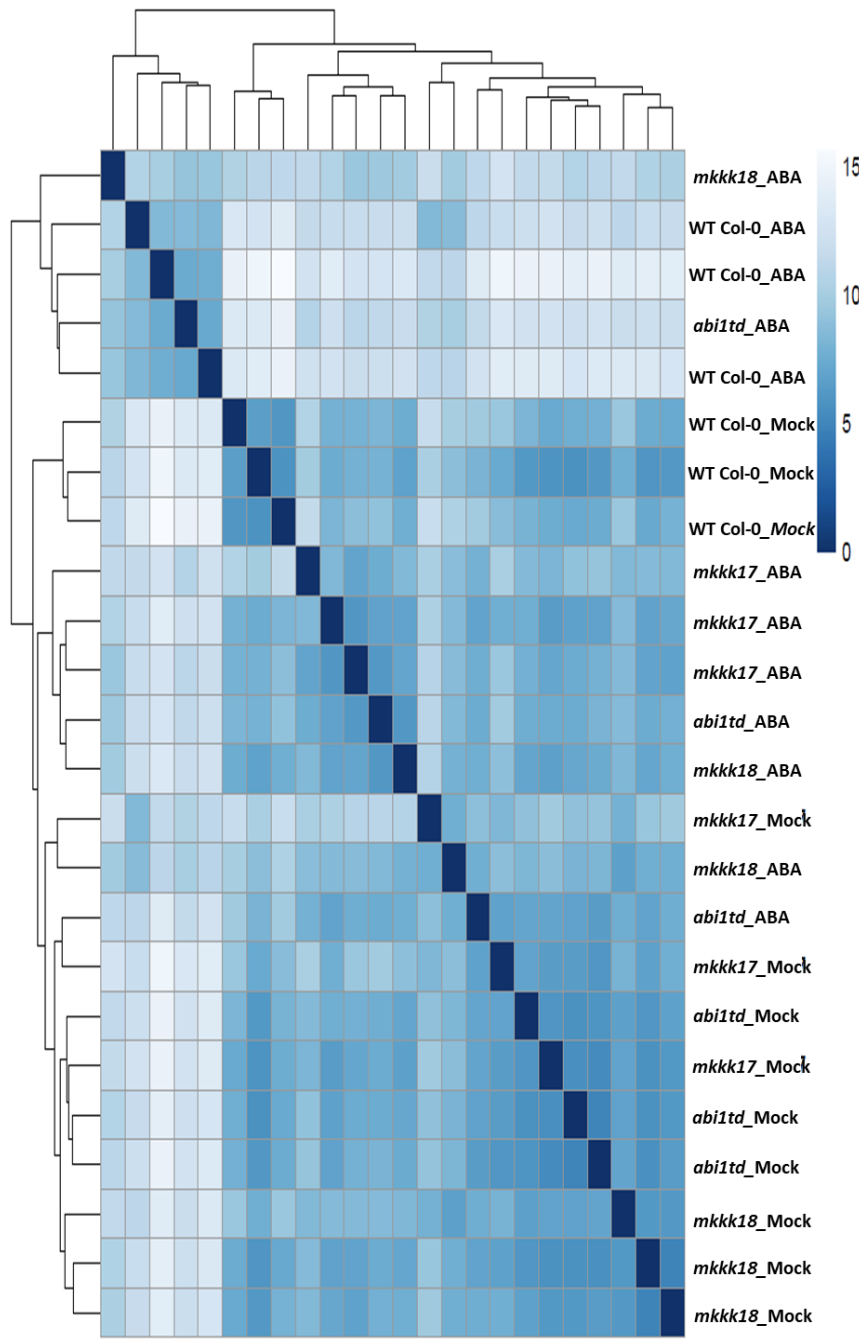

### Supplementary Figure S2:

Secondary structures for the novel miRNA precursors. Predicted hairpin secondary structures for the potential novel miRNA precursors identified from small RNA deep sequencing (A–C) Predicted hairpin secondary structures for the potential novel miRNA precursors of (A) miRn-2 (B) miRn-6 (C) miRn-36. Nucleotide bases of mature miRNA are highlighted in light blue. The actual size of each putative precursor might differ slightly from its shown length since it was not identified experimentally. The computed minimum free energy (*MFE*) of the thermodynamic ensemble is reported. RNAstructure, Version 6.2 software was employed to evaluate the stem-loop structure with default parameter settings.

**A**

**pre-miRn-2**

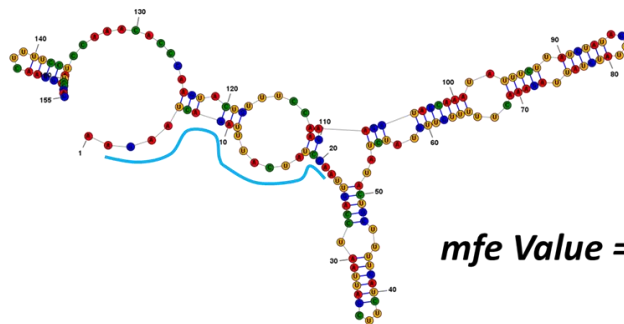

*mfe Value = -23.5 kcal/mol*

**B**

**pre-miRn-6**

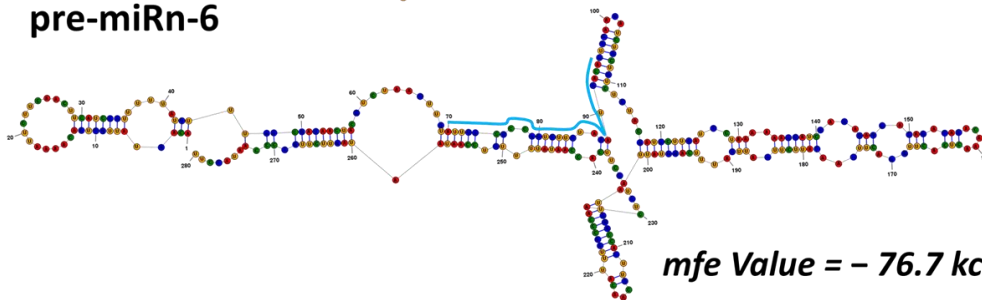

*mfe Value = - 76.7 kcal/mol*

**C**

**pre-miRn-36**

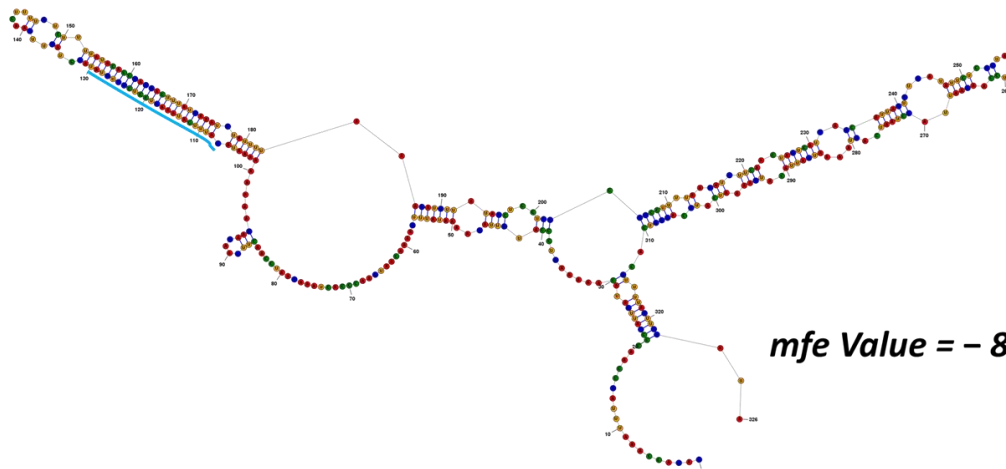

*mfe Value = - 82.5 kcal/mol*

How the deposited data were processed for this re-analysis (not part of the article)

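Small RNA libraries were made from 2-week-old seedlings of WT Col-0 and of the T-DNA insertion lines abi1td, mkkk17, and mkkk18, treated with 100 µM ABA or mock for 4 h, with 3 biological replicates of each of the 8 groups. The authors clipped adapters from the reads, dropped short reads and reads without an adapter, filtered for base quality, and assigned reads to miRNAs with mirPRo. Values were deposited by the authors as RPM rounded to 1 decimal, in a table for each of the 24 libraries, with replicates kept apart and no rescaling between libraries. The total to which the RPM refer was searched for in the paper's text, its supplementary tables, and the headers of the tables, and none of them states it. For differential expression the authors used DESeq2 in each genotype at an adjusted p-value of 0.05. Conditions of the libraries were read from their labels.

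Each table lists the same 350 mature sequences with the names of the known miRNAs that share them, and each value equals that of Table S7. The other 139 sequences of that table were not analysed here. Among them were those named miRn and the sequences that the paper calls miR156e, miR166e, miR167b, miR168b, miR169g, miR169k, miR169n, and miR399f-5p. Depth was taken as the clipped reads of Table S2, from 6127364 to 14199469 per library. Counting error follows from it: 3 reads are 0.211 RPM in the deepest library and 0.49 RPM in the shallowest, and changes of miRNAs near that floor are imprecise. Whole reads could not be recovered from the rounded RPM, so count-based tests were not run.

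RPM were rescaled by the median of ratios over miRNAs above 0 in every library of the fit, and log2(scaled RPM + 0.5) was analysed with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation, a trend in the variance, and Benjamini-Hochberg adjustment. A miRNA was tested when its mean was at least 1 RPM and called at an adjusted p-value under 0.05. ABA was compared with mock within each genotype over 6 libraries. A fit of all 24 libraries gave the differences between genotypes in the ABA response and the comparison of mutant with WT Col-0 mock libraries. Tables of the library-level values were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, and matplotlib 3.10.9, with exact permutation tests, two-sided, for 3 against 3 libraries, whose smallest p-value is 0.1. Mature and precursor sequences were matched without mismatches to TAIR10.1, and precursors were folded with RNAfold 2.7.2. The paper names TAIR as its source without a build, and the deposited tables hold no coordinates.

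Alternatives tried were RPM as deposited, a scaling by the trimmed mean of log ratios, pseudocounts of 0.1 and 1, no filter on low values, a mean of at least 5 RPM, the replicate number as a block, a GC correction, the GC correction with that block, robust variance moderation, a fit of all 24 libraries for the changes within genotypes, and each library left out in turn. The GC correction subtracts from each library the straight line, on the GC percentage of the mature sequences, through its deviations from the mean over the libraries of the fit. Replicate numbers come from the labels, which do not say that same-numbered libraries were grown or sequenced together. The deviations of same-numbered mock and ABA libraries had a mean correlation between -0.18 and 0.16 over the 4 genotypes, so the block was kept as an alternative. Summed RPM were also taken over mature sequences of 21 nt, and without the entry with the largest mean RPM, detection was also counted by other minimum values, and miR165 was also joined to miR166. These choices and the comparisons were made before the data were examined, those on GC after a reading of the paper's Table S3, in which AU-rich and GC-rich sequences seemed to lie on opposite sides, and the comparison of ABA libraries between genotypes for miR846-3p, with the leave-one-out fits for detected miRNAs, the miR166 share, and the first principal component, was added after.

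Simulated data had 3 against 3 libraries and 40 of 131 miRNAs changed, as many higher as lower. Of the 40, 31 were recovered with 1 false call, and without changes there was no false call. In WT Col-0 a larger share was called, 75 of 125, so the simulation does not cover a response that wide. A simulated GC slope alone gave 28 false calls, and none after the GC correction. That slope together with the 40 changes gave 31 recovered and 18 false calls, and 30 and 0 after the correction. The simulated slope was a straight line, the form that the correction removes, so other forms were not tested.

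Named miRNAs are those that the paper's text names with a sequencing result, those of Table 2 and Figure 8, and, in each genotype, up to 5 called miRNAs with the smallest adjusted p-values among those whose 3 ABA libraries lay all above or all below the 3 mock libraries. Values were printed for 87 of the 161 tested pairs of named miRNA and genotype, and for 43 of the 120 tested differences in response, a choice made after the values had been seen. A value changed sign under some alternative in 23 of the 87 printed pairs and in 64 of all 161, so the printed ones are the more stable part. Sequencing batches are given neither by the labels nor by the paper, and were not analysed here.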

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

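All tests of explanations in this part were chosen after the results had been seen. A difference between groups was called where the ABA response of a mutant differed from that of WT Col-0 in the interaction test of limma with Benjamini-Hochberg adjustment, or where the GC slope did in a permutation test.

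In mkkk17 the response of 44 of 129 miRNAs differed from WT Col-0. Higher among the named ones, as log2 differences, were miR846-3p (3.90), miR824-5p (1.82), miR397b (2.44), miR158a-3p (1.42), miR827 (0.98), miR846-5p (2.66), miR161.2 (4.73), miR447a.2-3p (3.63), miR779.2 (2.80), miR393a-3p (3.13). Lower were miR2111b-3p (-1.99), miR167a-3p (-1.67), miR390a-3p (-1.29), miR472-3p (-2.60), miR168a-3p (-1.80), miR166e-3p (-1.10), miR390a-5p (-1.50), miR156f-3p (-2.31). Adjusted p-values of these 18 miRNAs ran from 8.44e-05 to 0.0402, from limma with Benjamini-Hochberg adjustment. As explanations, GC content, scaling, and a single library were tested. After the GC correction 23 of the 44 miRNAs still passed, 10 as higher and 13 as lower. With RPM as deposited 26 of the 44 passed, 26 as higher and 0 as lower, while 84 of all miRNAs tested had an unadjusted p-value under 0.05. That setting moves nearly all differences from WT Col-0 up together, by the rescaling of 1.40 in mkkk17 and -0.51 in WT Col-0, so its outcome was fixed by direction and cannot show whether the calls depend on the scaling. With the trimmed-mean scaling 44 of the 44 passed. Both scalings assume that the centre of the log ratios over the same miRNAs does not change, so that result does not test the assumption. Without the first mock replicate of mkkk17, the library with the lowest summed RPM, 26 of the 44 passed. Same-numbered libraries of mkkk17 and WT Col-0 were exchanged in 32 ways, and 1 of these splits gave as many calls, the real one, while others gave up to 39. The numbers of higher and lower calls cannot be told apart from the scaling. Mock libraries of mkkk17 were all deeper than its ABA libraries, so depth and treatment cannot be told apart within mkkk17, but the second ABA replicates, with 7174834 reads in mkkk17 and 7219580 in WT Col-0, held 112 and 11.6 scaled RPM of miR846-3p, which speaks against depth for that miRNA.

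In mkkk18 the response of 17 miRNAs differed from WT Col-0. Named ones that were higher were miR846-3p (2.59), miR824-5p (1.18), miR397b (1.93), miR161.2 (3.68), miR447a.2-3p (2.99), miR779.2 (2.76), miR393a-3p (2.49), miR169f-3p (1.46), and those that were lower were miR2111b-3p (-1.71), miR167a-3p (-1.32), at adjusted p-values from 0.0143 to 0.04 in limma with Benjamini-Hochberg adjustment. After the GC correction 12 of the 17 passed. With RPM as deposited 0 passed, with 30 at an unadjusted p-value under 0.05. That setting moves the named differences from WT Col-0 up together, by the rescaling of -0.21 in mkkk18 and -0.51 in WT Col-0. An upward shift favours higher calls, so it does not account for their loss, and which miRNAs pass depends on the rescaling. A shift common to all miRNAs cannot give differences of at least 1.18 in 13 miRNAs and of -1.32 or lower in 4. That argues against the scaling as the only source of these 17 differences. With RPM as deposited the difference of miR846-3p in mkkk18 was 2.97 (adjusted p = 0.052 from limma with Benjamini-Hochberg adjustment, of a range from 0.0104 to 0.052 over its alternatives). With the trimmed-mean scaling, which shares the assumption of the rescaling and cannot test it, 17 of the 17 passed. The third ABA replicate of mkkk18, with 11601274 reads, was as deep as mock libraries of mkkk18 and held 56.8 scaled RPM of miR846-3p, against 18.1 in the first ABA replicate of WT Col-0 with 12365605 reads, which speaks against depth for that miRNA. Of 32 splits made in the same way, 1 gave as many calls, the real one, and others gave up to 10.

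In abi1td the response of 2 miRNAs differed, among them miR846-3p by 2.31 (adjusted p = 0.0437 from limma with Benjamini-Hochberg adjustment). Of 32 splits, 2 gave as many calls, the real one and another with 13, so the count cannot be told apart from a random grouping of the libraries. Without the second ABA replicate of abi1td, 27 miRNAs passed, against at most 1 without any other single library of abi1td or WT Col-0, so that library may lower the count.

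Over the 29 named differences, 10 passed with RPM as deposited, where 5 reversed, 22 passed with the GC correction, where 2 reversed, 20 with no filter on low values, and 29 with the trimmed-mean scaling.

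GC slopes of the libraries, in log2 units for each 10 points of GC, rose with ABA by 0.87 in WT Col-0 and by 0.27 in mkkk18. Both gave p = 0.1 (exact permutation test, two-sided), the smallest possible. Slopes rose by 0.32 in abi1td (exact permutation test, two-sided, p = 0.2) and fell by 0.05 in mkkk17. That difference between WT Col-0 and mkkk17 was 0.92 (p = 0.045 over 400 permutations of genotype labels, two-sided), against 0.56 for abi1td (p = 0.23) and 0.60 for mkkk18 (p = 0.07), with no adjustment for the 3 mutants. A candidate explanation is a change of whole precursors, by which both arms would move together: in 26 pairs of arms the changes correlated in WT Col-0 (Pearson r = 0.462, permutation p = 0.017, adjusted p = 0.024 over 7 relations by Benjamini-Hochberg; Spearman rho = 0.345, p = 0.085), with r = 0.321 without the 2 farthest pairs. Were GC content of the mature sequences the cause, the difference between arms would follow their difference in GC, for which r was 0.351 (permutation p = 0.079, adjusted p = 0.092; Spearman rho = 0.278, p = 0.17), short of the threshold, and 0.306 without the 2 farthest pairs. Neither result is firm by rank, precursor GC content was not tested, and a GC bias cannot be told apart from a response of GC-rich miRNAs.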

How the results depend on the processing

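The leave-one-out fits of detected miRNAs, the miR166 share, and the first principal component, and the comparison of ABA libraries for miR846-3p, were tests chosen after the data had been seen, as were the pairs of miRNA and genotype whose values are printed. Of 135 named results, 45 kept direction and side of the threshold under every alternative run, leave-one-out fits included, and 102 kept direction. Counts over alternatives were 97 weaker, 29 stronger, 59 reversed, and 1224 unchanged of 1409 values. Tests on recovered reads were not run, since whole reads could not be recovered, and the restriction to known miRNAs can move no value, as the tables hold no others.

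For DE miRNAs, WT Col-0, the count fell to 49 with GC correction and block together, and the other settings gave 51 to 83, with 9 higher and 48 lower for RPM as deposited against 33 and 42 after rescaling. In abi1td they were 0 (14 at an unadjusted p-value under 0.05) with RPM as deposited, 1 with the replicate block, 6 with the GC correction, and 5 in a fit of all 24 libraries. In mkkk17 they were 63 with RPM as deposited, 2 with the trimmed-mean scaling, 2 with a pseudocount of 0.1, 2 with no filter, 2 with a mean of at least 5 RPM, 0 (15 at an unadjusted p-value under 0.05) with the block, and 7 in a fit of all 24 libraries. In mkkk18 they were 1 with RPM as deposited, 1 with the trimmed-mean scaling, 0 (37 at an unadjusted p-value under 0.05) with no filter, and 2 with a mean of at least 5 RPM. Leave-one-out fits gave 57 to 81 in WT Col-0, 0 to 10 in abi1td, 0 to 9 in mkkk17, and 0 to 9 in mkkk18. RPM as deposited moves nearly all changes together, up by 1.40 in mkkk17 and by -0.51 in WT Col-0. The cause of the other changes was not tested.

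Responses differing from WT Col-0 in abi1td were 0 (16 at an unadjusted p-value under 0.05) with RPM as deposited, 0 (28 at an unadjusted p-value under 0.05) and 0 (30 at an unadjusted p-value under 0.05) with pseudocounts of 0.1 and 1, 0 (39 at an unadjusted p-value under 0.05) with no filter, and 0 (22 at an unadjusted p-value under 0.05) with a mean of at least 5 RPM. They were 0 (27 at an unadjusted p-value under 0.05) with the block, 0 (23 at an unadjusted p-value under 0.05) with the GC correction, 0 (23 at an unadjusted p-value under 0.05) with both, and 0 (28 at an unadjusted p-value under 0.05) with robust variance moderation. In mkkk17 they were 78 with RPM as deposited, 26 of them shared. In mkkk18 they were 0 (30 at an unadjusted p-value under 0.05) with RPM as deposited and 9 with no filter. Leave-one-out fits gave 0 to 27 in abi1td, 26 to 51 in mkkk17, and 0 to 31 in mkkk18. The 27 of abi1td came without its second ABA replicate, and the 26 of mkkk17 without its first mock replicate. RPM as deposited moves the differences of mkkk17 up by the rescaling of 1.40 in mkkk17 and -0.51 in WT Col-0; the cause of the other changes was not tested.

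Without ABA, differences from WT Col-0 in abi1td were 0 (5 at an unadjusted p-value under 0.05) with RPM as deposited, 0 (12 at an unadjusted p-value under 0.05) with a pseudocount of 1, 0 (18 at an unadjusted p-value under 0.05) with no filter, 0 (12 at an unadjusted p-value under 0.05) with the block, and 0 (15 at an unadjusted p-value under 0.05) with GC correction and block. In mkkk17 they were 41 with RPM as deposited, 4 with the GC correction, and 5 with the block added. In mkkk18 they were 1 with RPM as deposited, 1 with the trimmed-mean scaling, 2 with a mean of at least 5 RPM, 4 with the GC correction, and 4 with the block added. Leave-one-out fits gave 0 to 2, 1 to 4, and 0 to 2. The miRNAs called in WT Col-0 alone fell to 32 with RPM as deposited, 26 of them shared, and ranged over 53 to 76 in leave-one-out fits. With RPM as deposited 57 were called in WT Col-0, 25 of them also in mkkk17, where nearly all changes move up by 1.40. That setting also leaves out factors of 0.357, 0.496, and 1.08 in the mkkk17 mock libraries, against 0.908 to 1.33 in those of WT Col-0. This moves mkkk17 mock values down, the direction of its 41 calls. The cause of the other changes was not tested.

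The summed miRNA RPM, mkkk18 changed by -3572 RPM without the entry with the largest mean RPM, a reversal that this entry shows, and from -8679.7 to 7945 RPM in leave-one-out fits, against from -9435 to 3143 RPM in abi1td. The change of GC slope, mkkk17, ran from -0.12 to 0.0813 in leave-one-out fits. Detected miRNAs were 138 in WT Col-0 and 145 in abi1td with RPM above 0 in all 6 libraries, and 138, 139, 140, and 142 in WT Col-0, abi1td, mkkk17, and mkkk18 with at least 1 RPM in at least 2 libraries. The miR166 family share was 51.2% with miR165 joined. The first principal component held 59.8% with a mean of at least 5 RPM, 38.0% with the GC correction, and from 46.93 to 54.87% in leave-one-out fits.

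Named results changed with RPM as deposited as follows: 29 weaker, 10 stronger, 20 reversed. Reversed were the log2 fold change of miR397a, WT Col-0 (-0.25), the log2 fold change of miR397b, mkkk18 (-0.16), the log2 fold change of miR472-3p, mkkk17 (1.15), and the log2 fold change of miR399f-3p, WT Col-0 (-0.26). To these add the log2 fold change of miR168a-3p, mkkk17 (1.32), the log2 fold change of miR169m, mkkk17 (0.42), the log2 fold change of miR169m, mkkk18 (-0.14), and the log2 fold change of miR166e-3p, mkkk17 (1.12). Further ones were the log2 fold change of miR158a-3p, mkkk17 (1.04), the log2 fold change of miR398b-3p, WT Col-0 (-0.26), the log2 fold change of miR161.1, WT Col-0 (-0.20), and the log2 fold change of miR167a-5p, WT Col-0 (-0.26). Others were the difference from WT Col-0 in the ABA response of miR167a-3p, mkkk17 (0.33), the difference from WT Col-0 in the ABA response of miR390a-3p, mkkk17 (0.46), the difference from WT Col-0 in the ABA response of miR168a-3p, mkkk17 (0.17), and the difference from WT Col-0 in the ABA response of miR408-5p, abi1td (0.34). The last were the difference from WT Col-0 in the ABA response of miR408-5p, mkkk17 (1.81), the difference from WT Col-0 in the ABA response of miR408-3p, mkkk18 (0.14), the difference from WT Col-0 in the ABA response of miR166e-3p, mkkk17 (0.90), and the difference from WT Col-0 in the ABA response of miR390a-5p, mkkk17 (0.50). Without the rescaling nearly all changes move together, by 1.40 in mkkk17, -0.51 in WT Col-0, -0.21 in mkkk18, and -0.13 in abi1td, and each reversed value moved in the direction of that shift, or of its difference between genotypes.

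Named results with the GC correction changed so: 9 weaker, 4 stronger, 18 reversed, and with the block added 12 weaker, 3 stronger, 18 reversed, at the same values for those reversed. Signs changed for the log2 fold change of miR408-3p, WT Col-0 (-0.0596), the log2 fold change of miR167a-3p, WT Col-0 (0.12), the log2 fold change of miR399f-3p, WT Col-0 (-0.49), and the log2 fold change of miR169m, mkkk18 (-0.11). The GC line also reversed the log2 fold change of miR166e-3p, WT Col-0 (-0.43), the log2 fold change of miR166e-3p, abi1td (-0.24), the log2 fold change of miR165b, WT Col-0 (-0.98), and the log2 fold change of miR159a, WT Col-0 (0.32). Next in this group were the log2 fold change of miR159b-3p, WT Col-0 (0.0939), the log2 fold change of miR398b-3p, WT Col-0 (-0.48), the log2 fold change of miR160c-5p, WT Col-0 (-0.31), and the log2 fold change of miR827, WT Col-0 (0.71). Differences that reversed were the difference from WT Col-0 in the ABA response of miR171b-5p, mkkk17 (-0.42), the difference from WT Col-0 in the ABA response of miR408-5p, abi1td (0.17), the difference from WT Col-0 in the ABA response of miR408-5p, mkkk17 (0.34), and the difference from WT Col-0 in the ABA response of miR408-3p, mkkk18 (0.55). Also among them were the difference from WT Col-0 in the ABA response of miR166e-3p, mkkk17 (0.18) and the difference from WT Col-0 in the ABA response of miR827, mkkk17 (-0.37). The cause was not tested.

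With the trimmed-mean scaling named results changed so: 5 weaker, 1 stronger, 1 reversed, namely the log2 fold change of miR168a-3p, mkkk17 (0.0124). A fit of all 24 libraries gave 3 weaker, 5 stronger, 2 reversed, namely the log2 fold change of miR167a-3p, WT Col-0 (0.0399) and the log2 fold change of miR156f-5p, WT Col-0 (0.017). The settings left reversed none of these results: with a mean of at least 5 RPM 1 was weaker, with no filter 18 were weaker, with the block 11, with a pseudocount of 0.1 5, with a pseudocount of 1 2, and with robust variance moderation 2.

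In leave-one-out fits, 141 of 1064 values were weaker, 19 stronger, and 24 reversed. Signs changed, with the range over the fits, for the log2 fold change of miR167a-3p, WT Col-0 (from -0.19 to 0.15), the log2 fold change of miR397b, abi1td (from -0.51 to 0.19), the log2 fold change of miR397b, mkkk18 (from -0.15 to 0.40), and the log2 fold change of miR472-3p, mkkk17 (from -0.54 to 0.35). Ranges also crossed 0 for the log2 fold change of miR399f-3p, WT Col-0 (from -0.0259 to 0.48), the log2 fold change of miR168a-3p, mkkk17 (from -0.39 to 0.33), the log2 fold change of miR169m, mkkk18 (from -0.27 to 0.31), and the log2 fold change of miR166e-3p, abi1td (from -0.0769 to 0.46). The sign changed as well for the log2 fold change of miR156f-5p, WT Col-0 (from -0.21 to 0.0999), the difference from WT Col-0 in the ABA response of miR408-5p, abi1td (from -0.28 to 0.0991), and the difference from WT Col-0 in the ABA response of miR408-5p, mkkk17 (from -0.32 to 0.15). The cause was not tested. Depth and the rounding to 0.1 RPM limit miRNAs near the floor, where the pseudocount sets the size of a fold change, and a pseudocount of 0.1 made 5 named results weaker and 2 stronger.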

Differences from the paper's values

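Which settings call the items that the paper calls was looked up after the results had been seen, and the other tests in this part were not chosen then. Known miRNAs identified in mkkk18 were 148 in the paper and 227 here, a gap closed with RPM above 0 in all 6 libraries and at least 1 RPM in at least 2 libraries and not with RPM above 0 in any library, alternatives set before the data were examined. Both of these rules put WT Col-0 and abi1td further from the paper's counts, outside the limit for a difference, and the rule of at least 1 RPM does so for mkkk17 as well. Of the paper's list for mkkk18, 114 are among the 350 sequences, and its count includes sequences not analysed here. Of 87 log2 fold changes compared, 10 differed, as did 0 of 120 means of Table 2.

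The paper's value for the log2 fold change of miR168a-3p in mkkk17 is 0.0241 and the value here -0.0508, a gap closed by the trimmed-mean scaling among the 11 alternatives set before the data were examined. For the log2 fold change of miR169e in WT Col-0 the paper gives -1.07 and the value here is -0.55, within range with RPM as deposited, a pseudocount of 0.1, the GC correction, and the GC correction and block together, of 9 alternatives. In WT Col-0 the log2 fold change of miR169f-3p is -2.06 in the paper and -1.18 here, a gap closed with a pseudocount of 0.1, the GC correction, and the GC correction and block together, of 10 alternatives. The paper's value for the log2 fold change of miR169f-3p in abi1td is -1.02 and the value here -0.64, a gap closed by RPM as deposited, a pseudocount of 0.1, the replicate number as a block, the GC correction, and the GC correction and block together among the 10 alternatives set before the data were examined. For the log2 fold change of miR171b-5p in WT Col-0 the paper gives -2.55 and the value here is -1.95, within range with RPM as deposited and a pseudocount of 0.1, of 10 alternatives. In WT Col-0 the log2 fold change of miR172b-5p is -1.07 in the paper and -0.47 here, a gap closed with RPM as deposited and a pseudocount of 0.1, of 10 alternatives. The paper's value for the log2 fold change of miR393a-3p in WT Col-0 is -3.19 and the value here -2.77, a gap closed by RPM as deposited, a pseudocount of 0.1, and a fit of all 24 libraries among the 11 alternatives set before the data were examined. For the log2 fold change of miR447a.2-3p in WT Col-0 the paper gives -4.09 and the value here is -3.59, within range with RPM as deposited, a pseudocount of 0.1, and a fit of all 24 libraries, of 11 alternatives. In WT Col-0 the log2 fold change of miR779.2 is -4.25 in the paper and -3.31 here, a gap closed with a pseudocount of 0.1, of 11 alternatives. The paper's value for the log2 fold change of miR846-5p in WT Col-0 is -2.04 and the value here -1.54, a gap closed by RPM as deposited, a pseudocount of 0.1, and a fit of all 24 libraries among the 10 alternatives set before the data were examined. The other alternatives that gave a value did not close these gaps. A pseudocount of 0.1 closed every gap in fold change except that of miR168a-3p. In each of those the change was smaller here than in the paper, the direction that the pseudocount of 0.5 gives. RPM as deposited moves nearly all changes in WT Col-0 and abi1td down, the direction of the gaps there, so it cannot show their cause.

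Among the sequences analysed here, the paper calls 71 in WT Col-0, of which 65 were called here, 2 in abi1td with 2 called here, 6 in mkkk17 with 3, and 5 in mkkk18 with 4. In WT Col-0 the paper alone calls miR159b-3p, called with RPM as deposited, the trimmed-mean scaling, a pseudocount of 0.1, a mean of at least 5 RPM, and robust variance moderation, and miR319c-3p, called with RPM as deposited, the GC correction, and the GC correction and block together. It also calls there miR5998b, miR829-3p.2, and miR863-3p, called here with no filter on low values, and miR857, called with no filter on low values and a fit of all 24 libraries. The paper alone calls in mkkk17 miR397a, called with RPM as deposited, the GC correction and block together, a fit of all 24 libraries, and the fit without mock replicate 3, miR408-5p, called with RPM as deposited and a fit of all 24 libraries, and miR824-5p, called with RPM as deposited, a fit of all 24 libraries, and the fit without mock replicate 3. In mkkk18 it alone calls miR2111b-3p, whose log2 fold change was 0.91 here and which passed with the fit without ABA replicate 2 and with no alternative of scaling, filter, pseudocount, block, GC correction, or common fit run.

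The paper's text names miR408-5p as changed in abi1td, where the log2 fold change here was 1.15 without passing, and it passed with a pseudocount of 0.1, a mean of at least 5 RPM, the GC correction, a fit of all 24 libraries, and the fit without ABA replicate 2. It names miR397a as raised in mkkk18, where the value here was 1.45 without passing, and it passed with the replicate number as a block, the GC correction, the GC correction and block together, the fit without mock replicate 1, the fit without mock replicate 2, the fit without ABA replicate 2, and the fit without ABA replicate 3. The paper ranks abi1td first by number of miRNAs, whereas of the known sequences 221 were detected in abi1td and 227 in mkkk18, and by each of the 4 rules of detection fewer in abi1td than in mkkk18. It describes miR171b-5p as lower in abi1td and mkkk17 than in WT Col-0, and the changes here were -1.34 and -1.40 against -1.95, an order that the GC correction, with or without the block, turns round in mkkk17, and in abi1td in the fits of single genotypes but not in the fit of all 24 libraries, where the GC-corrected difference of abi1td from WT Col-0 was 0.0077. miR408-5p is described as more induced in abi1td and mkkk17 than in WT Col-0, and changed here by 1.15 and 1.18 against 1.16, with both mutants above WT Col-0 for RPM as deposited and for the GC correction, with or without the block. For miR408-3p the paper sets mkkk18 above the other genotypes, while the change here was 0.94 in mkkk18 and 1.10 in WT Col-0, and mkkk18 came first with the GC correction, with or without the block. Of the miR169 members the paper describes as lowered, miR169e, whose sequence is also that of miR169f-5p, was at -0.55 in WT Col-0 and passed with the GC correction and the GC correction and block together, miR169f-3p was at -0.64 in abi1td without passing, and miR169b-3p and miR169b-5p were too low to be tested in WT Col-0.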

Other observations

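All tests in this part were chosen after the results had been seen, and so were the limits that decide them. For DE miRNAs, WT Col-0, with a count of 75, technical explanations were tested first. After the GC correction 44 of them passed, more than 0.5 of the list. RPM as deposited left 51 past the threshold, but that setting moves nearly all changes down together, which keeps lower calls and removes higher ones, so it cannot show whether the list depends on the scaling. With the trimmed-mean scaling, which shares the assumption of the rescaling and cannot test it, 76 passed, 75 of them shared. After the rescaling 24 higher and 32 lower miRNAs changed by at least 1 on the log2 scale. A shift common to all miRNAs, -0.51 without the rescaling, cannot give such changes in both directions. The WT Col-0 ABA library deeper than every WT Col-0 mock library lay at 0.75 on the axis from the mean of the mock libraries (0) to that of the other ABA libraries (1), nearer the ABA libraries, which speaks against depth as the cause. Among miRNAs with a mean of at least 5 RPM, 68.0% passed, so values near the floor do not account for it. The share of reads of 16 to 19 nt gave p = 0.2 between the groups (exact permutation test, two-sided, smallest possible 0.1). The share did not part the groups: the third ABA replicate, at 18.4%, had more of these reads than the second mock replicate, at 16.3%. They lay at 1.15 and 0.039 on the axis, which speaks against that share as the only cause. That rests on 1 pair of libraries. The other mock libraries, at 29.6% and 26.0%, lay above every ABA library, so a part of that share in the list stays open. The numbers of higher and lower calls cannot be told apart from the scaling.

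Of the splits of the 6 libraries of a genotype, 4 part as many same-numbered pairs as the real one, and 1 of these, the real one, gave as many DE miRNAs in each of WT Col-0, abi1td, mkkk17, and mkkk18. The other 6 splits part 1 pair, and gave 0 in each genotype. With 4 splits the share cannot fall under 0.25, so these do not exclude a random grouping. For the mock libraries, 1 of 4 splits gave as many in abi1td, 1 in mkkk17, and 4 in mkkk18, where the count is 0 with 23 at an unadjusted p-value under 0.05. miRNAs whose ABA and mock libraries do not overlap were 66.4% in WT Col-0, 31.8% in abi1td, 17.1% in mkkk17, and 21.1% in mkkk18, against the 10% that chance gives.

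The second ABA replicate of abi1td lay beside the ABA libraries of WT Col-0. Its position on the axis was 0.954, where the other abi1td ABA libraries lay at 0.283 and 0.262. After the GC correction of all libraries, the axis included, it was 0.959, against 0.48 and 0.493. The gap narrowed and stayed, which speaks against a straight-line relation to GC content as the whole cause. GC effects of another form were not tested. Its 7952044 clipped reads lay between those of the other abi1td ABA libraries. Only 1 miRNA parts abi1td from WT Col-0 mock libraries, too few to read a genotype, so a mislabelled library cannot be told apart from a replicate with a stronger response.

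The log2 size factors of the 24 libraries followed their share of 21 nt reads (Pearson r = 0.792, Spearman rho = 0.771, permutation p = 1e-05, the smallest they can give, and r = 0.8 without the 2 farthest libraries). Within genotypes r was 0.889 in WT Col-0, 0.843 in abi1td, 0.968 in mkkk17, and 0.29 in mkkk18. In mkkk17 the mean share went from 6.79% in mock to 11.47% in ABA libraries, and in mkkk18 from 10.06% to 12.24%, while the log2 size factor changed by 1.44 and -0.17. Since the factors come from RPM of miRNAs that are mostly near that length, the relation is partly built in and shows no cause. Across miRNAs the log2 fold change and GC percentage had r = 0.639 in WT Col-0, 0.476 in abi1td, -0.059 in mkkk17, and 0.492 in mkkk18.

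As a hypothesis on the length of the paper's lists of identified miRNAs, an abundance limit was tested. The mean RPM told listed from unlisted sequences with an area under the curve of at least 0.997 in each of the 4 genotypes. The lowest listed mean was 0.183 RPM in WT Col-0, 0.017 in abi1td, 0.25 in mkkk17, and 1.95 in mkkk18. A limit within each genotype may thus set these lengths, but not 1 limit common to all.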
